# Complex transcriptional regulation and independent evolution of fungal-like traits in a relative of animals

**DOI:** 10.7554/eLife.08904

**Published:** 2015-10-14

**Authors:** Alex de Mendoza, Hiroshi Suga, Jon Permanyer, Manuel Irimia, Iñaki Ruiz-Trillo

**Keywords:** comparative genomics, alternative splicing, lateral gene transfer, multicellularity, lincRNA, secretome, Other

## Abstract

Cell-type specification through differential genome regulation is a hallmark of complex multicellularity. However, it remains unclear how this process evolved during the transition from unicellular to multicellular organisms. To address this question, we investigated transcriptional dynamics in the ichthyosporean *Creolimax fragrantissima*, a relative of animals that undergoes coenocytic development. We find that *Creolimax* utilizes dynamic regulation of alternative splicing, long inter-genic non-coding RNAs and co-regulated gene modules associated with animal multicellularity in a cell-type specific manner. Moreover, our study suggests that the different cell types of the three closest animal relatives (ichthyosporeans, filastereans and choanoflagellates) are the product of lineage-specific innovations. Additionally, a proteomic survey of the secretome reveals adaptations to a fungal-like lifestyle. In summary, the diversity of cell types among protistan relatives of animals and their complex genome regulation demonstrates that the last unicellular ancestor of animals was already capable of elaborate specification of cell types.

**DOI:** http://dx.doi.org/10.7554/eLife.08904.001

## eLife digest

All living animals are descended from a single-celled ancestor, and understanding how these ancestors became the first multicellular animals remains a major challenge in the field of evolutionary biology. An early breakthrough towards this goal was the realization that, even though they’re mostly single-celled organisms, the closest living relatives of animals share most of the basic gene toolkit that animals use to support their multicellular lifestyles.

This shared toolkit also includes the genes that allow each specialized cell type in an animal (for example, a skin cell or liver cell) to express the subset of genes that it needs to fulfil its specific role. Discovering how the single-celled relatives of animals regulate these and other “multicellularity-related” genes during their life cycles is the next crucial step towards understanding how animals became multicellular.

*Creolimax fragrantissima* is a single-celled relative of animals. One stage in this organism’s life cycle involves its nucleus (which contains its genetic material) replicating multiple times without the cell itself dividing. After this stage of development, new cells are formed, each receiving with a single nucleus, and released to live freely in the environment. Characterizing how *C. fragrantissima* regulates which genes are expressed during these two very different stages of development could shed new light on how multicellular animals evolved to regulate their genes in specific cell types. However, little is known about these processes in *C. fragrantissima.*

Now, de Mendoza et al. have both sequenced *C. fragrantissima*’s genome and analysed which genes are expressed during the stages of its life cycle. This analysis reveals that this organism regulates its gene expression in several ways that are more commonly associated with gene regulation in multicellular animals. Furthermore, when compared to two other living relatives of animals that have brief multicellular stages in their life cycles, de Mendoza et al. found that the three organisms expressed similar genes during these similar life cycle stages.

Furthermore, like fungi, *C. fragrantissima* digests its food externally and then absorbs the nutrients. Using a range of techniques, de Mendoza et al. identified the proteins involved in these processes and discovered that many had evolved independently from their counterparts in fungi. Furthermore, in some cases, the genes for these proteins had actually been acquired from bacteria via a process called lateral gene transfer.

Together these findings suggest that it was likely that the last single-celled ancestor of multicellular animals already had the biological ability to create different cell types. Understanding if the cell types found in single-celled species resemble cell types from simple animals, such as sponges and comb jellies, at a molecular level is the next step towards determining what the ancestor of living animals looked like.

**DOI:** http://dx.doi.org/10.7554/eLife.08904.002

## Introduction

The process by which multicellular animals develop from a unicellular zygote is believed to mirror the first evolutionary steps that led to the origins of animal multicellularity from a unicellular species (King, 2004). As the development of complex multicellularity is dependent upon differential genome regulation, the evolutionary onset of animal multicellularity must likewise have involved the appearance of differential genome regulatory capacities leading to distinct cell types. Many of the genes involved in the control of animal development and cell type identity, including signaling pathways and transcription factors (TFs), pre-date animal origins (Sebe-Pedros et al., 2011; Sebé-Pedrós et al., 2012; Suga et al., 2012; Richter and King, 2013). As these genes are known to be present in the genomes of the protistan relatives of animals, the unicellular holozoans (King et al., 2008; Suga et al., 2013; Fairclough et al., 2013), the evolution of complex multicellularity, with cell type-specific transcriptional programs, must have involved changes in gene regulation. Therefore, a key step in understanding the evolution of multicellularity will be to infer the regulatory complexity of the last common ancestor of all living animals.

To address ancestral regulatory complexity, it will be necessary to elucidate the molecular control of cell differentiation through development in the unicellular relatives of animals. Three distinct developmental modes that lead to transient simple multicellular forms have been described in the protistan relatives of animals (Figure 1) (Sebé-Pedrós et al., 2013; Suga and Ruiz-Trillo, 2013; Dayel et al., 2011). Colonial clonal development has been shown to involve differential regulation of a few multicellularity-related genes in the choanoflagellate *Salpingoeca rosetta* (Fairclough et al., 2013). On the other hand, the filasterean amoeba *Capsaspora owczarzaki* exhibits up-regulation of adhesion-related genes in its aggregative stage (Sebé-Pedrós et al., 2013). To date, however, there has been no molecular characterization of coenocytic development, a third and completely distinct mode of development observed in the ichthyosporeans. Ichthyosporeans are the earliest branching holozoan lineage (Torruella et al., 2012; Paps et al., 2013; Torruella et al., 2015), and coenocytic development is a shared feature within the group (Glockling et al., 2013; Mendoza et al., 2002). This developmental mode comprises a growth stage in which nuclei divide synchronously within a common cytoplasm before undergoing cellularization, followed by release of motile ameboid zoospores (Suga and Ruiz-Trillo, 2013; Marshall et al., 2008). These stages have distinct physiological and structural characteristics, the amoeboid stage is mono-nucleated, non-diving, and motile (Figure 1B), while the multinucleate stage has a cell wall, a big central vacuole, and does not move (Figure 1C). Despite being quite distinct from canonic animal development, coenocytic development and multinucleate cell types are found in some animal lineages, such as in Drosophila syncytial blastoderm (Suga and Ruiz-Trillo, 2013). Thus, in order to infer ancestral regulatory complexity by comparison of premetazoan developmental modes, it will be essential to obtain a detailed molecular characterization of ichthyosporean coenocytic development.

**Figure 1.**
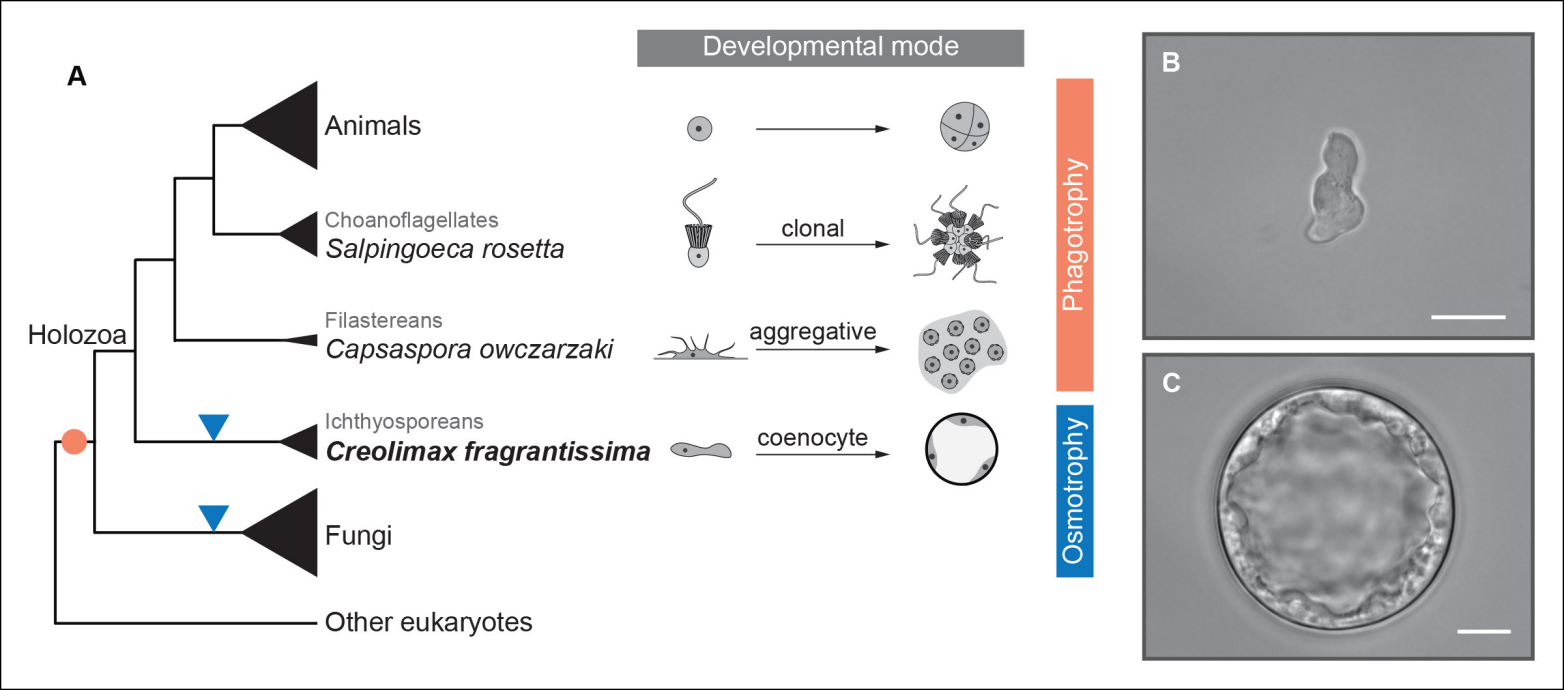
Evolution of developmental and feeding modes across holozoans. (**A**) The cladogram represents known phylogenetic relationships among holozoans (Torruella et al., 2012; Torruella et al., 2015). Each lineage is represented by the species proposed as a model system with a schema of its developmental mode on the right. The evolution of specialized osmotrophy is shown as a blue triangle in the cladogram, while the putative ancestral phagotrophic feeding mode of opisthokonta is shown as an orange circle (Cavalier-Smith, 2012). Divergence times of the lineages shown in this figure range between 700 Mya (considered the latest estimates of animal origins) and 1200 Mya (earliest estimates of Opisthokont origins) (Sharpe* et al., 2015). Micrographs depicting the (**B**) amoeboid stage and (**C**) multinucleate stage of *Creolimax fragrantissima* are shown. Scale bars = 10 μm. Choanoflagellate adapted from Mark Dayel (CC BY-SA 3.0) www.dayel.com/blog/2010/10/07/ choanoflagellate-illustration. **DOI:** http://dx.doi.org/10.7554/eLife.08904.003

**Figure 1—figure supplement 1.**
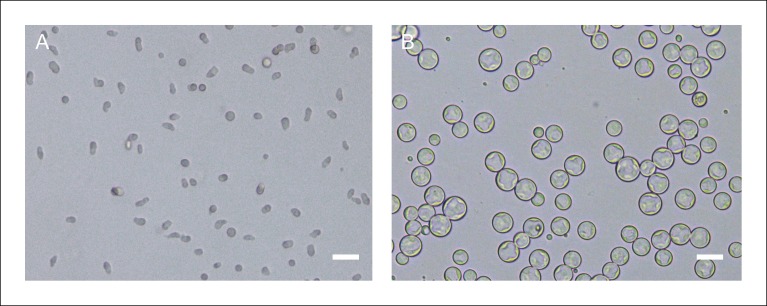
Creolimax synchronized stages. (**A**) Culture after 5 μm filtering. (**B**) Culture grown for 24 hr after 5 μm filtering. Scale bars = 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.08904.004

Here we describe the transcriptome dynamics of *Creolimax fragrantissima*, which has been proposed as a model system for ichthyosporeans (Suga and Ruiz-Trillo, 2013; Marshall et al., 2008). We show that *Creolimax* employs complex gene regulation including alternative splicing and the use of long intergenic non-coding RNAs (lincRNA). Through analysis of the *Creolimax* secretome in silico and by proteomics, we also provide evidence of secondary adaptation to a specialized osmotrophic feeding mode through lateral gene transfer (LGT) and gene duplication. Taken together, our results suggest that the last common unicellular ancestor of animals was already capable of implementing elaborate, cell type-specific differentiation programs.

## Results

### Assembly and annotation of a reference genome

As a reference genome for mapping RNA sequencing (RNA-seq) data, we assembled the 45 Mb draft genome of *Creolimax* from a combination of 454 reads and mate-paired end Illumina reads corresponding to a 75× coverage. The draft assembly comprises 82 scaffolds, with an N50 of 1.5 Mb (see Materials and methods). The genome is twice as large as that of *Capsaspora* but in line with sequenced choanoflagellate genomes. 

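Transcription was measured by RNA-seq in 6 libraries of *Creolimax*, 3 from the amoeboid stage and 3 from the multinucleate stage. Most annotated genes were transcribed in both stages. A mean of at least 1 FPKM, fragments scaled to exon length and to all mapped fragments, over the 6 libraries was reached by 8177 genes of the expression table deposited by the authors (94.1%), and 517 genes stayed under it. Few genes reached that level in the mean of a single stage. They were 153 genes in the amoeboid stage alone and 37 in the multinucleate stage alone. The share moved with the minimum that was set. It was 99.5% for a mean above 0, 98.3% for a mean of at least 0.1 FPKM and 87.3% for a mean of at least 5 FPKM. An FPKM of at least 1 in every library was reached by 7809 genes (89.8%), and 40 genes were listed at 0 in all of them. The reads of all RNA-seq samples, pooled, had also been used to train the gene models.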

We annotated 8695 genes, 92% of which are supported by transcriptional evidence. A diverse array of annotation pipelines rendered functional information on 78% of the predicted protein coding genes (see Material and methods). Among those genes, many belong to gene families involved in multicellularity and development in animals, such as TFs and signaling pathways, as previously reported in targeted gene family analysis (Suga et al., 2014; de Mendoza et al., 2013; de Mendoza et al., 2014).

### Transcriptional dynamics reveal differences between *Creolimax* multinucleate stage and animal development

We isolated two different stages of the *Creolimax* lifecycle by taking advantage of the cell size difference between the amoeboid stage and the multinucleate growth stages (Marshall et al., 2008). After filtering with a 5 μm mesh, we obtained a highly enriched culture of amoebae. The amoebae encysted and grew for at least 24 hr (Figure 1—figure supplement 1), and then multinucleate coenocytic cysts matured asynchronously, releasing new amoeboid zoospores with different cell sizes to form a heterogeneous culture. 

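RNA was taken from 3 cultures of amoebae and 3 cultures of multinucleate cells. The replicates were cell lines isolated from separate colonies and grown axenically at 12ºC. The methods describe 5 days of static growth and 48 hr of growth with agitation before the cells were passed through a filter of 5 μm, and the sample labels describe a culture of 3 days. Only amoebae pass the filter, and they were harvested at once (0 hr) as the amoeboid stage. For the multinucleate stage, filtered amoebae were cultured again and harvested after 24 hr. Libraries of polyadenylated RNA were made with a stranded kit and sequenced from both ends of each fragment. The splicing methods give a longer read length for the replicate with the letter c, and the samples here are numbered, so the letter was not tied to a number. The authors mapped the reads to their draft genome with Tophat2 and computed FPKM per gene and sample with Cufflinks2, and these FPKM are the values analysed here. The table holds no read counts, so the depth of each library is unknown. The median FPKM of all genes was 26.3, 26.8 and 25.7 in the amoeboid samples and 27.0, 27.5 and 27.7 in the multinucleate samples. Stages were compared per gene with limma on log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the 6 samples. P values were 2-sided and adjusted by the Benjamini-Hochberg method, and a gene passed at an adjusted p under 0.05. Fold changes are the amoeboid minus the multinucleate mean on that log2 scale, so they are compressed for genes with low FPKM. For a single gene, 3 samples against 3 cannot give an exact permutation p under 0.1, so the p values are those of limma, which draws on the spread of all genes. Genes carry the identifiers of the authors' annotation, and names and domains are those printed in the paper's figures.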

Given the drastic morphological difference between the non-motile mitotic multinucleate stage pre-dominant in the 24 hr culture and the motile non-dividing amoeba isolated after filtration, we decided to investigate their transcriptomic differences through RNA-seq (see Material and methods).

The amoeboid and the multinucleate stage showed distinct transcriptional profiles, consistent among replicates (Figure 2A), from which we identified 956 genes as significantly differentially expressed. 

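More genes were higher in the multinucleate stage than in the amoeboid stage. Of the genes tested, 2491 were higher in the multinucleate stage and 1690 in the amoeboid stage (limma, adjusted p under 0.05), together 4181 or 51.1%. A change of at least 2-fold was found for 814 and 953 of them, respectively. At least 4-fold higher were 164 genes in the amoeboid stage and 0 in the multinucleate stage. The count of 164 was 10 without multinucleate sample 3, 24 without amoeboid sample 2 and 7 without amoeboid sample 3, and it was 286 without multinucleate sample 1 and 436 without multinucleate sample 2. The 953 genes were 292 without amoeboid sample 2 and 137 without amoeboid sample 3, and the 814 were 368 without amoeboid sample 3 and 462 without multinucleate sample 3. When any amoeboid sample or multinucleate sample 1 was left out, more of the genes with a 2-fold change were higher in the multinucleate stage. Other settings widened the excess in the amoeboid stage. It was 501 genes against 153 with replicate 3 of both stages left out. With weights per sample it was 870 against 350, and with a pseudocount of 5 it was 728 against 471. The count of 164 was 6, 32 and 72 in these 3 settings. With all libraries scaled to the same upper quartile, 2333 genes passed as higher in the multinucleate stage and 1853 in the amoeboid stage. The median log2 fold change of all genes tested was then -0.05, against -0.10 without that scaling. The 3 samples of one stage did not overlap with those of the other for 5573 genes (68.2%, where chance gives 10%). Among the called genes without overlap, CFRG1687 rose most in the amoeboid stage, with 125 ± 50.6 FPKM (SD, n = 3) against 19.2 ± 15.5 FPKM in the multinucleate stage. Its log2 fold change was 3.21 (standard error 0.92, adjusted p = 0.0285 from limma). CFRG7461 followed with 206 ± 101 against 29.7 ± 22.7 FPKM, a log2 fold change of 3.14 (standard error 0.88, adjusted p = 0.0263). Multinucleate sample 3 was the lowest for both, with 1.61 FPKM for CFRG1687 and 4.08 FPKM for CFRG7461. Without it their log2 fold changes were 2.06 and 2.11, and without multinucleate sample 1 they were 3.86 and 3.73. In the other direction, CFRG7951 had 3.38 ± 1.63 FPKM in the amoeboid stage and 16.5 ± 12.4 FPKM in the multinucleate stage, a log2 fold change of -1.84 (standard error 0.53, adjusted p = 0.0289). CFRG5362 had 47.8 ± 26.4 and 167 ± 91.1 FPKM, a log2 fold change of -1.78 (standard error 0.55, adjusted p = 0.0347). The files do not pair these identifiers with names.
The main axis of variation between samples separated the stages. The first principal component of log2(FPKM + 1) held 81.9% of the variance, and multinucleate sample 3 lay farthest from the amoeboid samples on it. Pearson's r across genes was 0.967 to 0.984 between amoeboid samples and 0.987 between multinucleate samples 1 and 2. Multinucleate sample 3 had an r of 0.927 and 0.936 with the other multinucleate samples, less than the 0.956 between multinucleate sample 2 and amoeboid sample 1. The count of genes depended on the model and on single samples. With the replicate number as a further term in the fit (a block), 0 genes passed (limma, smallest adjusted p 0.0565, 4475 genes at an unadjusted p under 0.05). Without amoeboid sample 2 or 3 the count fell to 1723 or 1435 genes, of which 77.4% and 81.5% were higher in the multinucleate stage, against 59.6% with all samples. None of the 4 genes named above passed in either case. At an unadjusted p under 0.05 (limma) there were 4049 and 3891 genes, against 4930 with all samples. The smallest adjusted p was 0.046 and 0.043, close to the threshold. Of the genes called with all samples, 0 changed direction in these cases. From the heatmap of the differentially expressed genes (Figure 2A), the paper states that the profiles of the stages are distinct and alike among replicates.

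**Figure D1:**
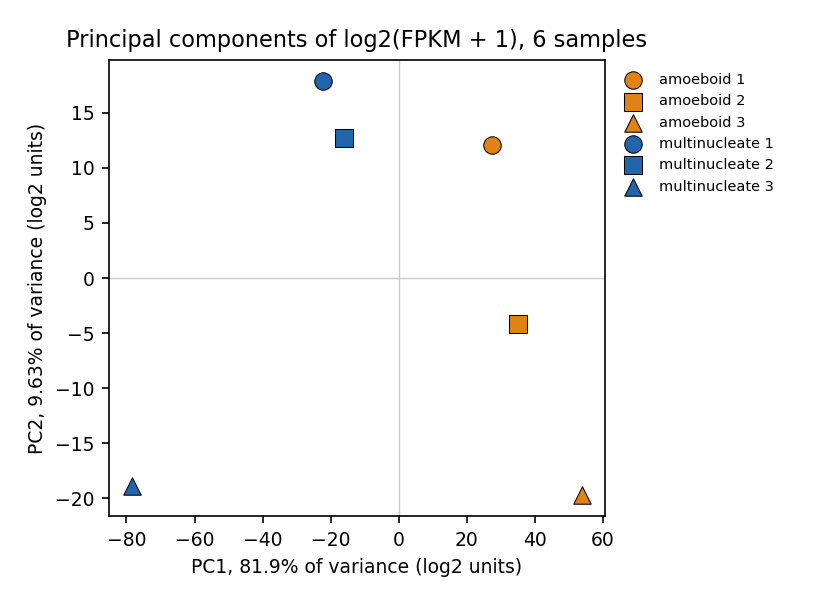
Principal components 1 and 2 of log2(FPKM + 1) over the tested genes, with 1 point per sample and the share of the variance on each axis. The amoeboid samples lie at 27.5 to 54.0 on the first component and the multinucleate samples at -78.5 to -16.1.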

Functional enrichment analyses of Gene Ontologies (GOs) and PFAM domains (p<0.01, Fisher’s exact test) revealed that the multinucleate stage shows up-regulation of genes associated with cell growth, including ribosome, translation, DNA replication, amino acid and RNA metabolism activities (Figure 2, Figure 2—figure supplement 1). Conversely, in the amoeboid stage, we found enrichment for signaling activities (GTPases and kinases) and an up-regulation of the actin cytoskeleton, most likely involved in the motile behavior of the amoeba (see raw GOs in Figure 2—source data 1). 

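Several genes that build and remodel actin filaments were higher in the amoeboid stage, and others did not pass the test. The following genes of actin dynamics are those named in the paper's figure of the filopodial toolkit, of whose 19 genes 12 passed. Diaphanous (CFRG7079), a formin that elongates filaments, had 86.2 ± 15.6 FPKM in the amoeboid stage and 38.4 ± 7.79 FPKM in the multinucleate stage (SD, n = 3). This is a log2 fold change of 1.15 (standard error 0.21, adjusted p = 0.0149 from limma). Fimbrin (CFRG2931), which bundles filaments, had a log2 fold change of 1.97 (standard error 0.63, adjusted p = 0.0387). Cofilin (CFRG3337), which severs them, had a log2 fold change of 1.08 (standard error 0.25, adjusted p = 0.0169). The small GTPase Rac1 (CFRG4662) had a log2 fold change of 1.88 (standard error 0.54, adjusted p = 0.0287), while the GTPase Cdc42 did not pass. Of the 7 genes of the Arp2/3 complex, which nucleates branched filaments, 5 were higher in the amoeboid stage and Arp3 and subunit 4 did not pass. The largest change among the 5 was that of subunit 1 (CFRG2610), with 457 ± 115 against 211 ± 38.5 FPKM (log2 fold change 1.10, adjusted p = 0.0156). Of the 7 genes 4 passed without amoeboid sample 1, 2 without amoeboid sample 2, 1 without amoeboid sample 3, 3 without multinucleate sample 1, and 4 without multinucleate sample 2 or 3. Multinucleate sample 3 had the lowest FPKM of its stage for fimbrin (151 FPKM) and Rac1 (61.3 FPKM), and without it their log2 fold changes were 1.24 and 1.22. Fimbrin and Rac1 did not pass when any amoeboid sample was left out (fimbrin also not without multinucleate sample 1) and cofilin did not pass without amoeboid sample 3, whereas Diaphanous and subunit 1 passed whichever sample was left out.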

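Both chains of the integrin receptor and the proteins that tie it to actin had more transcript in the amoeboid stage, by a margin that depended on 1 multinucleate sample. Integrin alpha (CFRG3564) had 1092 ± 278 FPKM in the amoeboid stage and 308 ± 216 FPKM in the multinucleate stage (SD, n = 3). This is a log2 fold change of 2.25 (standard error 0.74, adjusted p = 0.0416 from limma). Integrin beta (CFRG6586) had 1003 ± 376 and 247 ± 170 FPKM, a log2 fold change of 2.37 (standard error 0.74, adjusted p = 0.0348). For talin (CFRG1817), which links integrin beta to actin, the log2 fold change was 2.23 (standard error 0.66, adjusted p = 0.0304). Vinculin (CFRG1248) had a log2 fold change of 1.93 (standard error 0.65, adjusted p = 0.0444). For each of these genes all amoeboid samples lay above all multinucleate samples. The multinucleate samples differed widely among themselves. Integrin alpha had 398 and 465 FPKM in multinucleate samples 1 and 2 and 61.0 FPKM in sample 3. Amoebae in the cultures of multinucleate samples 1 and 2 were not excluded, so it is open which samples best show the multinucleate stage. Without multinucleate sample 3 the log2 fold changes were 1.31 for integrin alpha, 1.48 for integrin beta, 1.43 for talin and 1.15 for vinculin, and without multinucleate sample 2 that of vinculin was 2.52. None of the 4 genes passed when an amoeboid sample was left out, whichever of the 3 it was, and vinculin did not pass without multinucleate sample 1 or without the filter on low FPKM.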

Strikingly, single-celled amoebas also showed up-regulation of extracellular matrix (ECM) adhesion, including the up-regulation of the integrin pathway components.

**Figure 2.**
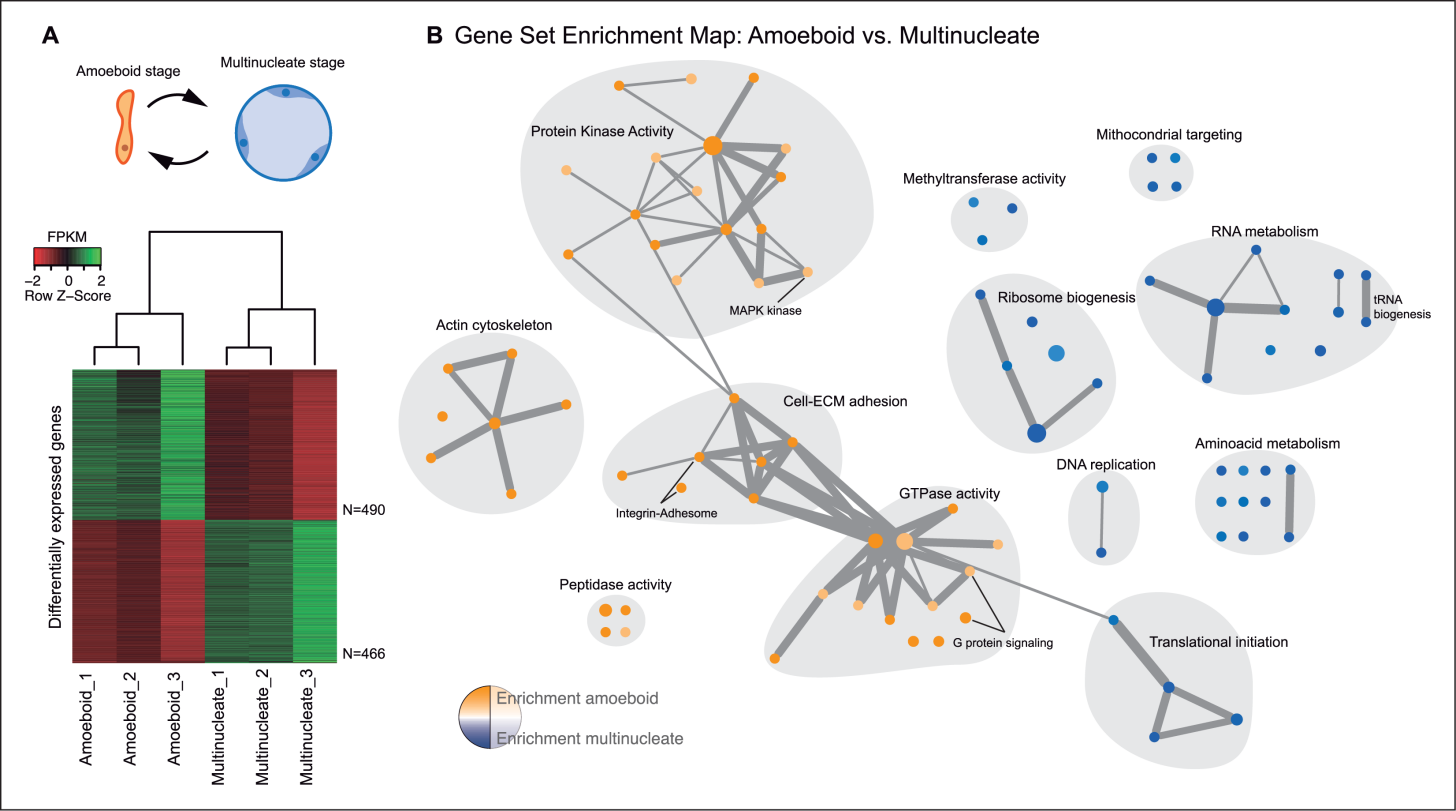
Differential gene expression in *Creolimax*. (**A**) Diagram of the amoeboid and multinucleate stages, and heatmap showing the significantly differentially expressed genes across biological replicates in the pair-wise stage comparison. (**B**) Gene set enrichment analysis for the two stages. Orange represents enrichment in the amoeboid stage and blue represents enrichment in the multinucleate stage, color intensity depicts level of significance (p value). Node size represents the total number of genes in each GO, and edge width represents the total number of genes shared between each enriched GO category. Functionally related GOs are manually circled in gray shade according to functional and genic redundancy established by network connectivity. Complete list of GOs and inclusive groupings are found in Figure 2—source data 1. GOs, Gene Ontologies. **DOI:** http://dx.doi.org/10.7554/eLife.08904.005 10.7554/eLife.08904.006Figure 2—source data 1.GOs enrichments and groupings from Figure 2B.**DOI:** http://dx.doi.org/10.7554/eLife.08904.006

**Figure 2—figure supplement 1.**
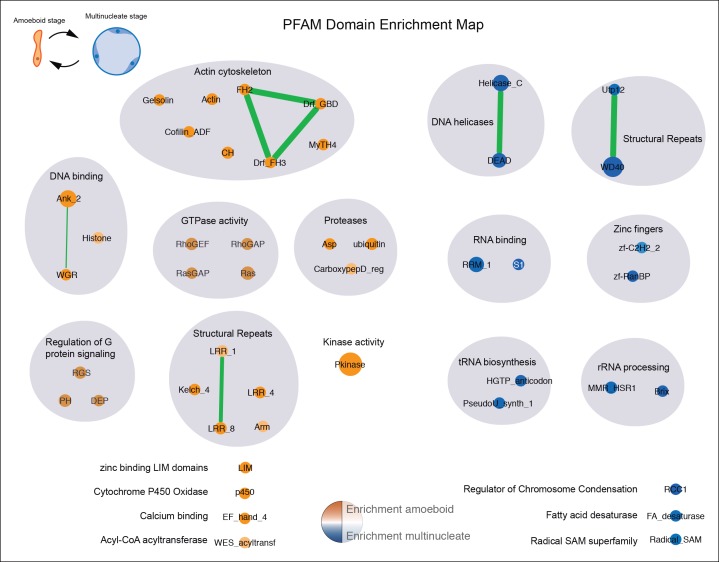
Pfam domain set enrichments in differentially expressed genes. Orange represents domains enriched in the amoeboid stage and blue represents domains enriched in the multinucleate stage, color intensity depicts level of significance (p value, Fisher’s exact test). Node size represents the total number of genes containing a Pfam domain and edge width represents the total number of genes sharing two distinct Pfam domains. Functionally related Pfams are manually circled in gray shade, primarily based on the information gathered in the Pfam database for each domain (including Pfam2Go annotations). Additional criteria to include a given domain in a functionally related category included: checking the list of GOs of the statistically differentially expressed domain-containing genes in a given stage and using a network connectivity redundancy between GO and Pfam categories in a mixed network (including both Pfam and GO annotation) done with Enrichment Map plugin in Cytoscape (Merico et al., 2010). GO, Gene Ontologies. **DOI:** http://dx.doi.org/10.7554/eLife.08904.007

**Figure 2—figure supplement 2.**
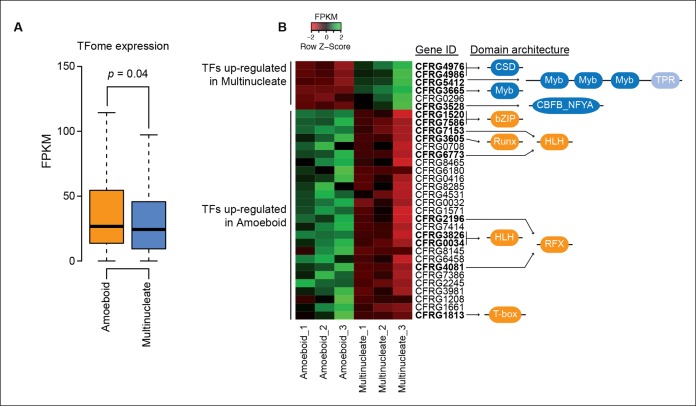
Differential TFome expression. (****A****) Distribution of expression values (FPKM) for all TFs in the genome in the amoeboid and the multinucleate stages (p value, Wilcoxon signed rank test). (**B**) Heatmap showing the expression levels of all the TFs with a two-fold change in expression level between stages. Those with the gene ID in bold have statistically significant differential expression according to at least three different differential expression pipelines (see Material and methods). To the right, the domain architectures of the TFs show the DNA binding domain in dark blue and orange according to the stage where they are up-regulated. In the multinucleate stage: CSD (PF00313), Myb (PF00249), CBFB_NFYA (PF02045) and TPR (PF13414). In the amoeboid stage: bZIP_1 (PF00170), HLH (PF00010), T-box (PF00907), RFX_DNA_binding (PF02257), Runt (PF00853). CSD: Cold shock protein; FPKM, fragments per kilobase of exon per million fragments mapped; HLH: helix-loop-helix (protein structure); TFs, transcription factors **DOI:** http://dx.doi.org/10.7554/eLife.08904.008

Besides signaling and adhesion activities, regulation through TFs is also considered to be a defining characteristic of animal development (de Mendoza et al., 2013; Levine and Tjian, 2003). To address whether that is the case for the multinucleate stage in *Creolimax*, we compared the stage-specific expression level of all the TFs encoded in the genome. Contrary to our expectation, the comparison revealed that TF expression is higher in the amoeboid stage (p<0.05, Wilcoxon signed rank test, Figure 2—figure supplement 2A). 

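Transcription factors with more transcript in the multinucleate stage were few among those the study shows by domain (Figure 2—figure supplement 2B), a display of factors with a 2-fold change. The most abundant were a pair of genes with a cold-shock domain (CSD). CFRG4976 had 930 ± 242 FPKM in the amoeboid stage and 2389 ± 422 FPKM in the multinucleate stage (SD, n = 3). On the log2 scale the change was -1.38 (standard error 0.24, adjusted p = 0.0149 from limma). CFRG4986 had 1009 ± 195 and 2552 ± 762 FPKM, a log2 fold change of -1.32 (standard error 0.25, adjusted p = 0.0149). The Myb gene CFRG3665 varied least between replicates, with 18.7 ± 0.419 and 45.5 ± 5.75 FPKM (log2 fold change -1.23, adjusted p = 0.0149). The others were a gene with Myb and TPR domains (CFRG5412, log2 fold change -1.26, adjusted p = 0.0149), a CBFB_NFYA gene (CFRG3528, 52.4 ± 4.59 and 108 ± 32.6 FPKM, adjusted p = 0.0167) and CFRG0296 (log2 fold change -0.92, adjusted p = 0.0228). All 6 factors shown for this stage passed the test, and 6 passed when adjusted over the list alone. The study chose them on these same samples, for a 2-fold change, so neither count is independent evidence. CFRG0296 did not pass when any amoeboid sample was left out, and CFRG3528 did not pass without amoeboid sample 3.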

Among the 127 putative TFs found in the genome, only 5 are significantly up-regulated in the multinucleate stage. These five genes have DNA binding domains with ambiguous TF activity and include genes containing Myb_DNA-binding and cold-shock domains (Figure 2—figure supplement 2B). 

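Most of the transcription factors that the study displays for a 2-fold rise in the amoeboid stage passed the test. The T-box gene CFRG1813 was low in the multinucleate stage, with 24.7 ± 17.4 FPKM in the amoeboid stage and 3.62 ± 2.36 FPKM in the multinucleate stage (SD, n = 3). The log2 fold change of this gene was 2.43 (standard error 0.62, adjusted p = 0.0209 from limma). The Runx gene CFRG3605 had 66.7 ± 12.9 and 31.8 ± 8.74 FPKM, a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.0180). All 4 helix-loop-helix (HLH) genes of the display passed, and the most abundant, CFRG3826, had 1192 ± 27.3 FPKM against 397 ± 245 FPKM (log2 fold change 1.89, adjusted p = 0.0343). Both RFX genes and both bZIP genes passed, with log2 fold changes of 1.80 (CFRG2196, adjusted p = 0.0497), 1.71 (CFRG4081, adjusted p = 0.0150), 1.07 (CFRG1520, adjusted p = 0.0292) and 1.02 (CFRG7586, adjusted p = 0.0149). Of the 26 factors that Figure 2—figure supplement 2B shows for the amoeboid stage, 21 were higher in it and 5 did not pass. These were 10 of the 10 in bold, which the legend gives as significant by at least 3 pipelines, and 11 of the other 16. When adjusted over the list alone, 24 passed. None of these counts is independent evidence, because the genes were chosen on these samples. Multinucleate sample 3 had the lowest FPKM of its stage for CFRG3826 (114 FPKM), CFRG2196 and the T-box gene (0.897 FPKM). Without it the log2 fold change was 1.15 for CFRG3826, 1.00 for CFRG2196, 0.70 for CFRG1520 and 1.88 for the T-box gene. The count fell without single amoeboid samples, with 8 of the factors passing without amoeboid sample 2 and 4 without amoeboid sample 3. The size of the changes moved little. For the factors in bold the median log2 fold change was 1.43 and 1.299 in these cases, against 1.42 with all samples. For the others it was 1.48 and 1.52, against 1.51. At an unadjusted p under 0.05 (limma), 10 and 9 of the factors in bold differed, against 10 with all samples. Of the others 10 and 10 did, against 14. The T-box and Runx genes did not pass in either case, and CFRG3826, CFRG2196 and CFRG1520 did not pass when any amoeboid sample was left out (CFRG2196 also not with a pseudocount of 0.1, without the filter, without a trend or without multinucleate sample 1).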

In the amoeboid stage, we found significant up-regulation of 11 TFs, including T-box, Runx and hemophagocytic lymphohistiocytosis TFs, and TF classes that have important roles in animal development (Sebe-Pedros et al., 2011). Altogether, these data indicate that, unlike in animal development, the multinucleate stage of *Creolimax* is not characterized by a tight regulation of adhesive, signaling, and TF activities.

### Differential alternative splicing down-regulates specific pathways in *Creolimax*

Alternative splicing is a widespread mechanism for post-transcriptional gene regulation in animals and many other eukaryotes. To evaluate the extent to which alternative splicing expands transcriptome complexity in the intron-rich genome of *Creolimax* (6.5 introns per gene), we undertook a comprehensive analysis of intron retention and exon skipping (ES) events, and quantified their inclusion levels using previously developed pipelines (Braunschweig et al., 2014; Irimia et al., 2014) (see Material and methods). We observed 3927 intron-retention events that affected 2172 genes. In contrast, we found only 211 genes affected by ES. Despite having a two-fold higher intron density and longer introns compared to *Capsaspora*, both holozoan species show comparable alternative splicing profiles that are highly dominated by intron retention (Sebé-Pedrós et al., 2013). This provides further support for the hypothesis that ES-dominated alternative splicing is a unique feature of animal transcriptomes (Sebé-Pedrós et al., 2013; Mcguire et al., 2008; Irimia and Roy, 2014).

Next, we evaluated the extent to which intron retention is differentially regulated across *Creolimax* stages. We found 865 introns with differential retention between stages (differential percent intron retention (ΔPIR) >15), the majority of which were more retained in the amoeboid stage (Figure 3A). Reverse transcription-polymerase chain reaction (RT-PCR) assays confirmed differential retention for all 10 tested introns (Figure 3D and Figure 3—figure supplement 2). Despite these marked differences in intron retention between stages, the size distribution of retained introns was similar in both stages, and comparable to that of constitutively spliced introns (PIR<2% in all samples) (Figure 3—figure supplement 1A,B). GO enrichment analysis of genes with amoeboid-specific intron retention revealed enrichment in spindle pole formation and other mitosis-related activities (Figure 3C), supporting an active role of IR in down-regulating these functions in this stage. Indeed, consistent with recent reports in vertebrates (Braunschweig et al., 2014), genes with amoeboid-specific intron retention showed significantly lower steady-state mRNA levels compared to the multinucleate stage (Figure 3—figure supplement 1C; p<0.0001, Wilcoxon signed rank test; the converse was true for genes with multinucleate-specific intron retention). Therefore, intron retention is a conserved mechanism for reducing transcript levels in pathway-specific genes from unicellular holozoans to vertebrates.

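Several genes whose intron was retained more in amoebae had less transcript there. The 10 genes tested by RT-PCR (Figure 3D and Figure 3—figure supplement 2) all retained the intron more in the amoeboid stage, and 6 of them were higher in the multinucleate stage by FPKM (limma, adjusted p under 0.05). Polo kinase (CFRG0644), a mitotic kinase, had 11.6 ± 0.598 FPKM in the amoeboid stage and 26.5 ± 8.31 FPKM in the multinucleate stage (SD, n = 3). It had a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.0150 from limma). Aurora kinase (CFRG2267) had 13.3 ± 1.0 and 27.3 ± 7.85 FPKM, a log2 fold change of -0.95 (standard error 0.21, adjusted p = 0.0158). FAM203A (CFRG1516) had the largest change of the 10, with 45.3 ± 11.4 and 111 ± 14.9 FPKM (log2 fold change -1.30, adjusted p = 0.0149). The tRNA ligase (CFRG2359), the lactoylglutathione lyase (CFRG2195) and the AFG3-like gene (CFRG6798) also passed, with log2 fold changes of -1.16, -0.65 and -0.64. Cyclin E (CFRG1966) did not pass, with a log2 fold change of -0.42 (adjusted p = 0.0804), and neither did the GATA zinc finger, zinc transporter and PPR repeat genes. The GATA zinc finger gene (CFRG1355) had a log2 fold change of -0.05 that turned positive under quantile normalization and under upper-quartile scaling. Adjusted over the list alone, 6 genes passed, and since the study picked them for retention in these samples that count is not independent evidence. FPKM do not separate transcripts that keep the intron from those that do not. Aurora kinase, the lyase and the AFG3-like gene did not pass without amoeboid sample 2 or without amoeboid sample 3.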

**Figure 3.**
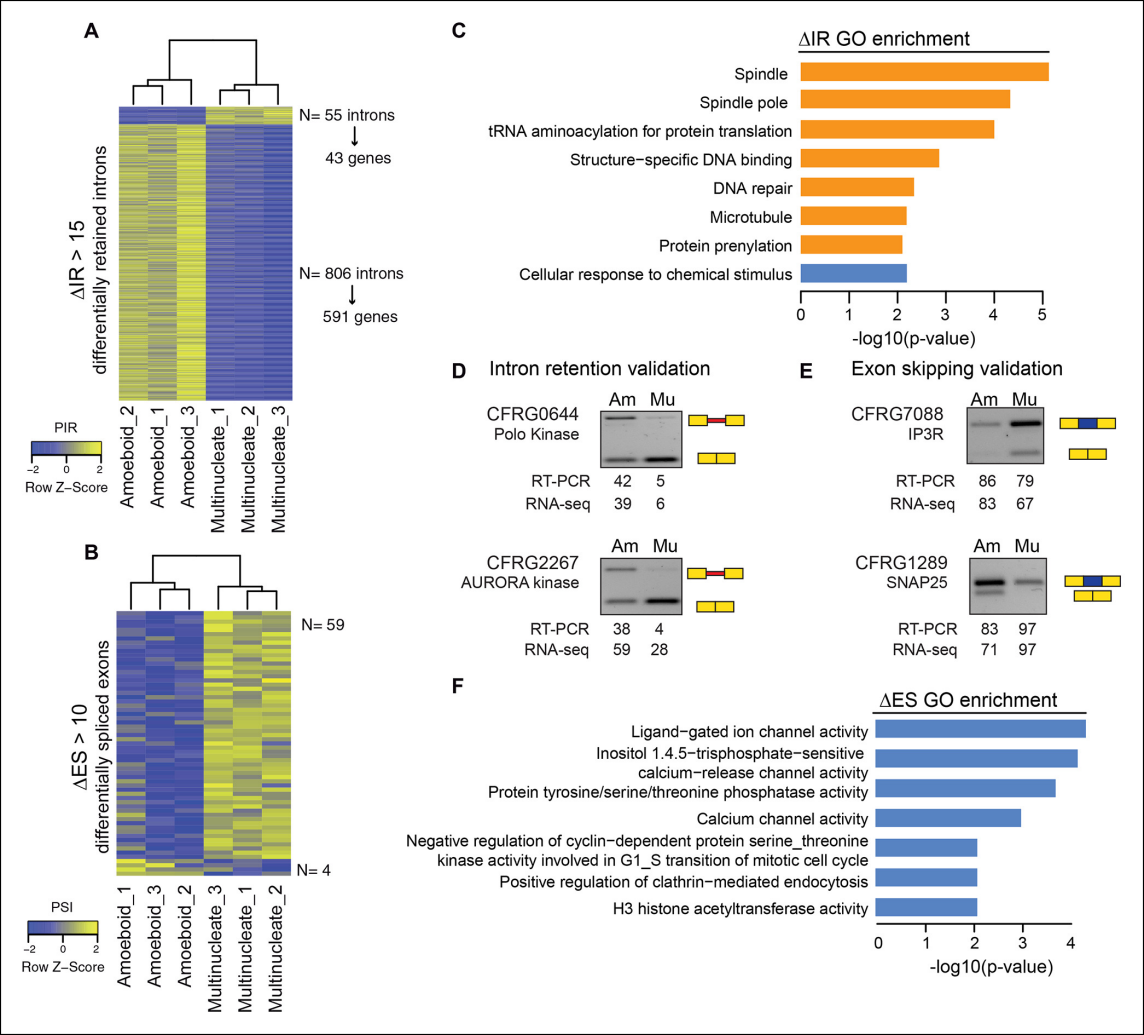
Regulated alternative splicing modes in *Creolimax*. (**A**) Heatmap showing PIR inclusion levels of differentially retained introns. (**B**) Heatmap showing the PSI levels of differentially skipped exons. (**C**) GO enrichment activities of the genes showing differential IR. Bar length indicates the significance of the enrichment, orange indicates those with higher inclusion levels in the amoeboid stage and blue those with higher inclusion levels in the multinucleate stage. (**D–E**) RT-PCR validations of selected IR and ES events. The values correspond to relative intensity of the alternative isoform (retained intron or skipped exon) bands in the RT-PCR and the proportions observed for the inclusion values in the RNA-seq. (**F**) GOs enrichment of genes with differential ES, in blue those with higher exon inclusion levels in the multinucleate stage. ES, exon skipping; GO, Gene Ontology; IR, intron retention; PIR, percent intron retention; PSI, percent spliced in; RT-PCR, reverse transcription-polymerase chain reaction; RNA-seq, RNA sequencing. **DOI:** http://dx.doi.org/10.7554/eLife.08904.009

**Figure 3—figure supplement 1.**
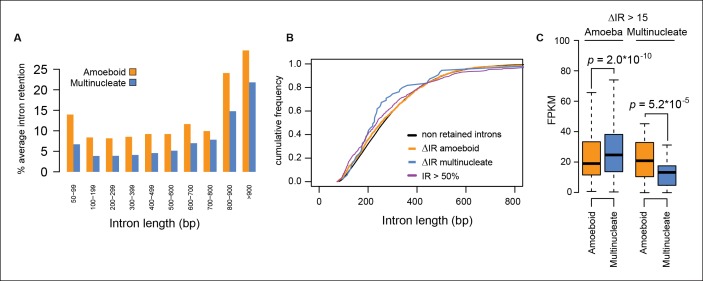
Intron size and transcriptional levels of differentially retained introns. (**A**) Relationship between intron length and retention level. The barplot shows the percentage of retained introns (PSI >20) among the total number introns of a given size. (**B**) Cumulative frequency plot showing that the intron size distribution is the same for constitutive introns (PSI<2), highly retained introns (PSI >50 both stages) and differentially retained introns. (**C**) Distribution of expression values (FPKM) in the amoeboid and the multinucleate stage for genes differentially retained introns. FPKM, fragments per kilobase of exon per million fragments mapped; PSI, percent spliced in. **DOI:** http://dx.doi.org/10.7554/eLife.08904.010

**Figure 3—figure supplement 2.**
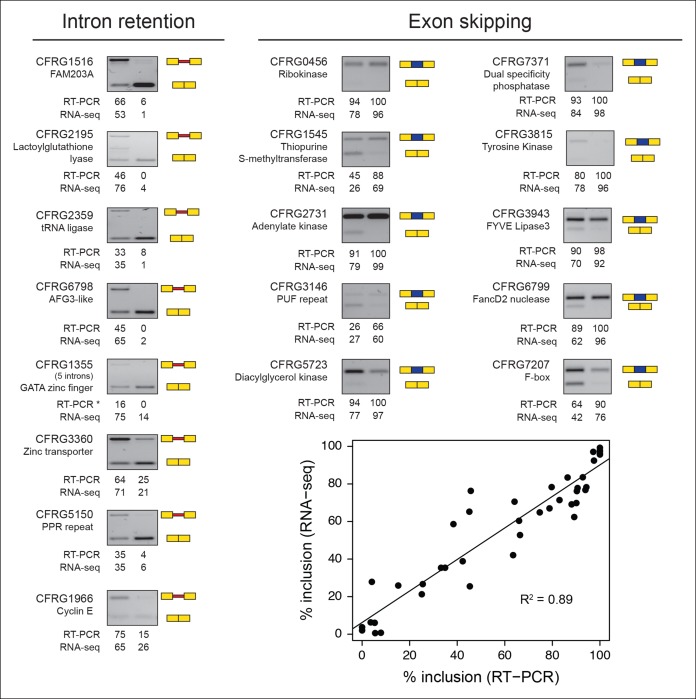
Validations of intron retention and ES events. The RT-PCR gels show the different splice variants for each gene in the amoeboid stage (left) and multinucleate stage (right). RT-PCR values indicate the levels of inclusion of the alternative isoform (retained intron or skipped exon) compared to the canonically spliced form obtained with ImageJ; RNA-seq values are based on read coverage for each event. The scatter plot shows the differences between the RT-PCR measures and the RNA-seq-based values for all the validated examples, overall showing a high correlation. ES, exon skipping; RT-PCR, reverse transcription-polymerase chain reaction; RNA-seq, RNA sequencing **DOI:** http://dx.doi.org/10.7554/eLife.08904.011

In the case of ES, we found 63 exons with differential inclusion levels across stages (Figure 3B). RT-PCR assays were used to validate the differential inclusion for all 12 tested cases (Figure 3E and Figure 3—figure supplement 2). Only a minority of these exons (Torruella et al., 2015) keep the reading frame upon skipping, and only two of these overlapped with functional Pfam domains, suggesting that, similar to intron retention, ES in *Creolimax* predominantly contributed to functionally down-regulating specific genes. GO enrichment analysis revealed that differentially spliced exons belong to genes involved in various biological processes, including channel activity and histone modifications (Figure 3F).

### A population of lincRNAs with regulated expression in *Creolimax*

Another layer of transcriptional complexity is provided by long non-coding RNAs, which are increasingly recognized as important players in animal development and cell type-specific genome regulation (Ulitsky and Bartel, 2013; Morris and Mattick, 2014; Sauvageau et al., 2013). To characterize the repertoire of long non-coding RNAs in *Creolimax*, we assembled a de novo transcriptome from the RNA-seq data. We filtered out transcripts shorter than 200 bp and mapped the rest to the genome. We then applied a pipeline to identify putative non-coding RNAs, including searches for coding potential, homology, untranslated region (UTR) mis-annotation, and low expression (see Material and methods). Restricting our search to transcripts that did not overlap with protein-coding genes, known as long-intergenic RNAs (lincRNAs ), we identified 692 putative lincRNA loci in *Creolimax*. In comparison to protein-coding transcripts, lincRNAs in *Creolimax* were shorter in length, harbored fewer exons, had longer exons, and had a lower GC content (Figure 4—figure supplement 1). Moreover, overall transcription levels of lincRNAs were significantly lower than those of protein-coding genes (p<0.01, Wilcoxon rank sum test). Interestingly, all those characteristics have been reported for animal lincRNAs (Hezroni et al., 2015; Pauli et al., 2012; Gaiti et al., 2015).

To infer possible functions of *Creolimax* lincRNAs, we first looked at the functional annotations of the closest neighboring protein-coding genes, as animal lincRNAs are enriched near developmental genes and TFs (Ulitsky and Bartel, 2013). In *Creolimax*, the only significantly enriched GOs of lincRNA closest neighboring genes were metabolic activities (p<0.01). However, when we analyzed the vicinity of all the TFs, we found that 23.6% had at least one neighboring lincRNA, a significant enrichment compared to the rest of the genome (14.5%, p=0.0007, Fisher’s exact test). Next, we searched for putative homologs of the lincRNAs in the transcriptomes of closely related species and other unicellular holozoans, but we did not retrieve any positive hits. This pattern of rapid evolutionary sequence turnover of lincRNAs has also been described for animals (Gaiti et al., 2015; Kapusta and Feschotte, 2014), where homology detection based on sequence similarity is restricted to short evolutionary distances.

In animals, expression of lincRNAs is generally restricted to specific tissues and organs (Ulitsky and Bartel, 2013; Necsulea and Kaessmann, 2014). In *Creolimax* we detected 51 lincRNA loci that were differentially expressed between the amoeba and the multinucleate stage (Figure 4). Overall, only 7% of the total detected lincRNAs are differentially expressed, compared to 10% of coding genes (p=0.0059, Fisher’s exact test). Thus, in stark contrast to animals, the lincRNAs in *Creolimax* appear to be less cell type-specific than coding genes.

**Figure 4.**
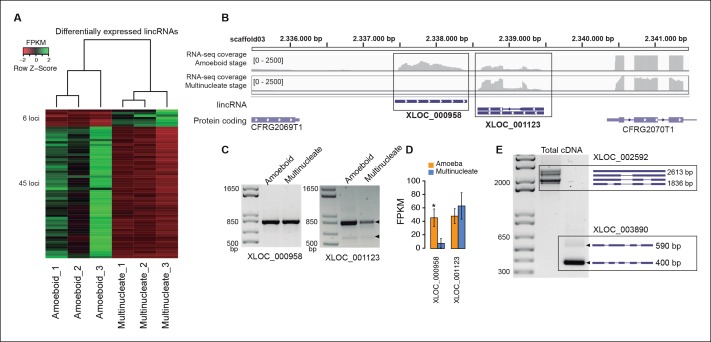
Transcriptional and post-transcriptional regulation of lincRNAs in *Creolimax*. (**A**) Heatmap showing transcriptional levels of significantly differentially expressed lincRNAs across biological replicates of amoeboid and multinucleate stages. (**B**) Example of genomic region where two lincRNA loci are found in tail-to-tail orientation surrounded by two protein-coding genes. (**C**) RT-PCR validations of the lincRNA loci. (**D**) Barplot depicting the average gene expression of those lincRNA in each stage. (**E**) Alternative splicing isoforms of lincRNAs showing various degrees of IR. IR, intron retention; lincRNA, long intergenic non-coding RNAs; RT-PCR, reverse transcription-polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.08904.012

**Figure 4—figure supplement 1.**
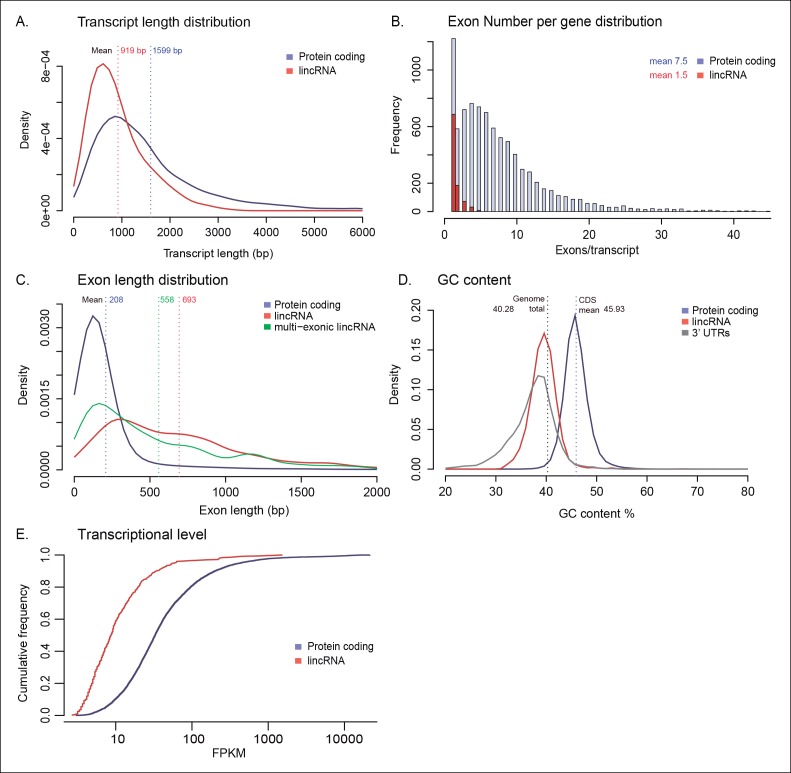
Genomic architecture of lincRNAs compared to protein-coding genes. (**A**) Kernel density plot showing transcript length distribution. Protein-coding genes are shown in blue, lincRNA in red. (**B**) Density plot showing exon number distribution. (**C**) Kernel density plot showing exon length distribution; multi-exonic lincRNAs are shown in green. (**D**) Kernel density plot showing GC content distribution. The dashed line indicates the total genome GC content. (**E**) Cumulative frequency plot of expression levels obtained from log10 (FPKM). FPKM, fragments per kilobase of exon per million fragments mapped; lincRNA, long intergenic non-coding RNAs. **DOI:** http://dx.doi.org/10.7554/eLife.08904.013

**Figure 4—figure supplement 2.**
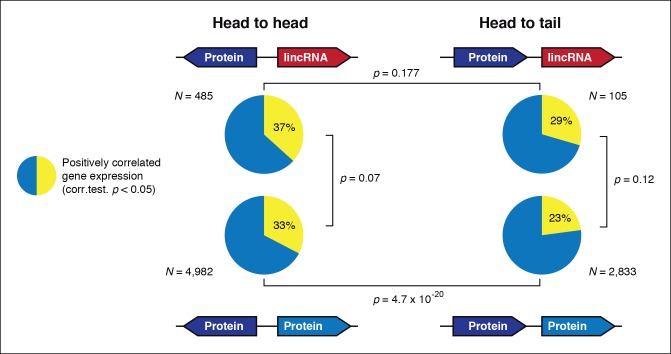
Gene orientation and transcriptional co-regulation of neighboring genes. Distribution of Pearson correlation values between a gene and its upstream neighbor subdivided in four categories. Head-to-head oriented neighbors tend to be more co-expressed than head-to-tail genes, independently of coding potential. **DOI:** http://dx.doi.org/10.7554/eLife.08904.014

To test whether the transcription of lincRNAs is linked to their upstream genes, we first subdivided lincRNAs into two categories: head-to-head, where the lincRNA and the adjacent protein-coding gene have opposite orientation and may share the same promoter, and head-to-tail, where the lincRNA promoter is downstream of the adjacent protein-coding gene (Figure 4—figure supplement 2). Head-to-head orientation was significantly over-represented in the genome (485/692, 70% of the total vs the 50% expected by chance, p<3.6e^-14^, χ^2^ test). Furthermore, pairs in this head-to-head orientation showed a higher proportion of positively correlated expression levels, although this was similar to pairs of protein-coding genes in the head-to-tail orientation. Moreover, 80% of differentially regulated lincRNAs are in head-to-tail orientation or display uncoupled transcriptional profiles in relation to their neighbor genes (p<0.05 Pearson’s correlation coefficient). Although the possibility that bidirectional promoters are the main source of lincRNAs in *Creolimax* cannot be excluded, differential regulation of lincRNA is largely independent of their neighboring protein-coding genes.

Finally, we analyzed the impact of alternative splicing in lincRNAs. Although the majority of lincRNAs have a single exon, 132 (19.1%) loci have two or more exons. Among those multi-exon transcripts, we detected 183 intron-retention events (Figure 4E). Of these, eight events differed between samples (PIR>15), suggesting differential regulation of lincRNAs also at the level of splicing. Therefore, both transcriptional regulation and alternative splicing may play a role in the active regulation of lincRNAs in *Creolimax*.

### Evidence of species-specific cell type evolution in Holozoa

Direct comparison of steady-state transcript abundance is useful to reveal cross-species molecular homologies in animals, as homologous tissues in different species show more similarity in the transcriptional profiles than do non-homologous tissues in a single species (Barbosa-Morais et al., 2012; Chan et al., 2009; Brawand et al., 2011). Using a similar rationale, we sought to compare the different cell stages of unicellular holozoans. From normalized transcriptional levels of a set of 2177 one-to-one protein-coding orthologs between *Salpingoeca, Capsaspora*, and *Creolimax*, we calculated pairwise Spearman correlation distances, which were then used to perform hierarchical clustering and neighbor-joining tree reconstructions (Figure 5). Both approaches showed consistent trees with species-specific clustering for the different stages. The signal obtained from those 2177 genes was enough to cluster samples consistent with their whole transcriptome patterns (except one sample from *Salpingoeca*).

**Figure 5.**
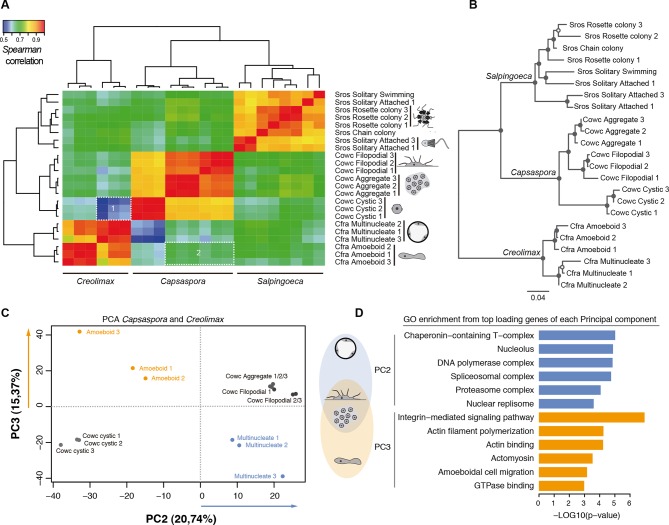
Holozoan cross-species comparison of transcriptional profiles. (**A**) Symmetrical heatmap of the pair-wise Spearman correlation coefficients for the gene expression profiles of each cell stage. For each sample, log2(cRPKM+1) expression levels were obtained for 2177 one-to-one orthologs in the three species analyzed (see Materials and methods). Dashed-line squares highlight the direct comparisons for 1) Cfra multinucleate stage replicates against Cowc cystic stage replicates and 2) Cfra amoeboid stage replicates against Cowc aggregate and filopodial stage replicates. (**B**) Neighbor-joining tree of the species cell stages based on the aforementioned Spearman correlation distances matrix. Filled circles represent >95% bootstrap replicate nodal support. (**C**) The cell types plotted according to the values of the principal components 2 and 3 from a PCA of a dataset of 3030 1-to-1 orthologs between *Capsaspora* and *Creolimax*. (**D**) The significant GO enrichments for the top positive loading genes (>0.03) of the principal component 2 and 3. Cfra, *Creolimax fragrantissima*; Cowc, *Capsaspora owczarzaki*; GO, Gene Ontology; Sros, *Salpingoeca rosetta*; PCA, principal component analysis. **DOI:** http://dx.doi.org/10.7554/eLife.08904.015

Direct cell type comparisons between species revealed that *Creolimax* multinucleate stage and *Capsaspora* cystic stage are the most dissimilar among all samples, whereas the amoeboid stage in *Creolimax* has a stronger correlation with the filopodial and aggregative stages of *Capsaspora* (Figure 5A). In order to characterize gene sets responsible for those cross-species similarities, we used a principal component analysis (PCA) to distinguish between the species-specific factors and the underlying biological similarities. Species-specific variability was captured by PC1 (47.96%); however, when we plotted PC2 and PC3 we obtained different groupings of cell types independent of their species of origin (Figure 5C). PC2 grouped the multinucleate stages of *Creolimax* with the aggregative and the filopodial stages of *Capsaspora*. This grouping was explained by top-loading genes involved in DNA replication and spliceosomal activities (Figure 5D), a pattern consistent with the down-regulation of mitotic activity and cell growth in the *Capsaspora* cystic stage (Sebé-Pedrós et al., 2013). On the other hand, PC3 grouped the amoeboid stage of *Creolimax* and the filopodial and aggregative stages of *Capsaspora*. PC3 was loaded with genes involved in the integrin adhesome and amoeboid actin-based motility and signaling activities (Figure 5D). Therefore, despite the vast phylogenetic divergence among holozoan species, some functional patterns can be recovered through direct comparison of transcriptional profiles.

We used the same approach to compare RNA-seq data from a wide range of human cell types and tissues with those of *Creolimax* (Figure 6A). Certain human cell types showed differential grades of similarity in the expression profiles with each of the *Creolimax* stages. The human cell types with a higher positive correlation with the multinucleate stage were those with high proliferation rates, including embryonic stem cells, induced pluripotent stem cells and transformed cell lines (293T, HeLA, K562) (Figure 6B). Similar patterns were obtained using PCA on the normalized steady-state transcriptional levels from both species. PC1 explained most of the variability due to species-specific transcriptomic profiles, whereas PC2 distinguished between highly proliferative cell types and the rest in both species (Figure 6C). Consistent with this observation, GO enrichment analysis of the top 125 genes that most contributed to PC2 showed highly significant enrichment for genes involved in genome replication and proliferation (Figure 6D). These results suggest that a signal from the evolutionarily conserved machinery for cell proliferation in eukaryotes (Harashima et al., 2013; Cross et al., 2011) can be detected from direct expression pattern comparisons between the multinucleate stage of *Creolimax* and highly proliferative human cell types.

**Figure 6.**
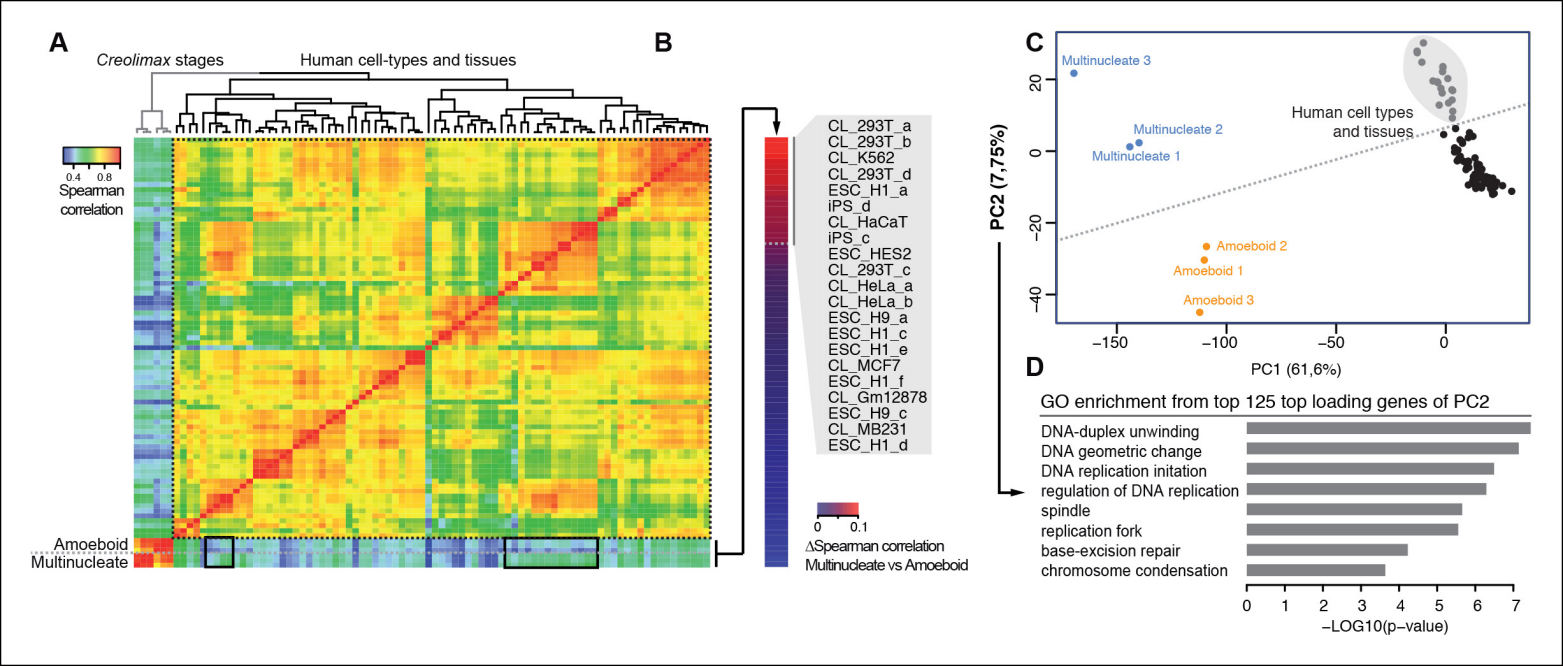
Comparison of human and *Creolimax* cell types and tissues. (**A**) Symmetrical heatmap of the pair-wise Spearman correlation coefficients for the gene expression profiles of each cell type or tissue. For each sample log2(FPKM+1) expression levels were obtained for 2272 one-to-one orthologs between *Creolimax* and human (see Materials and methods). (**B**) The human cell types sorted by the difference of Spearman correlation between the amoeboid and the multinucleate cell stages. Highlighted in gray are those that displayed the major differences (>0.05). (**C**) The cell types plotted according to values of the principal components 1 and 2 from a PCA of the same transcriptional dataset of 2272 orthologs. The dots in gray are the human cell lines highlighted in the previous section. (**D**) The significant GO enrichments for the top positive loading genes of the principal component 2 (>0.04). Sampled human cell types described in Figure 6—source data 1. GO, Gene Ontology; PCA, principal component analysis. **DOI:** http://dx.doi.org/10.7554/eLife.08904.016 10.7554/eLife.08904.017Figure 6—source data 1.Human RNA-seq datasets used in this analysis.**DOI:** http://dx.doi.org/10.7554/eLife.08904.017

### Conserved ancient co-regulated gene modules: the Integrin adhesome

To obtain more specific insights into the evolution of co-regulated gene programs across holozoans, we investigated several gene modules with key roles in animal multicellularity. Despite gene co-regulation providing indirect evidence for shared functionality in a given species (Gerstein et al., 2014; Stuart, 2003), comparative analysis of transcriptional co-regulated gene modules in different species may offer additional insights into the functional evolution of the animal multicellular toolkit.

First, we focused on the integrin adhesome, which is crucial for ECM adhesion in animals. The core components of the integrin adhesome have been identified in *Capsaspora* (Sebe-Pedros et al., 2010). Interestingly, these components are significantly up-regulated in the aggregative stage (Sebé-Pedrós et al., 2013). In contrast, most integrin adhesome components have been lost in choanoflagellates (Sebe-Pedros et al., 2010). In the case of *Creolimax*, we found a nearly complete repertoire of the integrin adhesome components (Figure 7D), and most of them are significantly up-regulated in the amoeboid stage (Figure 7A). 

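The adaptors behind the integrin receptor followed the receptor itself. PINCH (CFRG2239) had 183 ± 61.5 FPKM in the amoeboid stage and 50.9 ± 29.7 FPKM in the multinucleate stage (SD, n = 3). This gives a log2 fold change of 2.02 (standard error 0.55, adjusted p = 0.0253 from limma). Its partners in the same complex were higher in the amoeboid stage too. Integrin-linked kinase (ILK, CFRG0942) had a log2 fold change of 1.90 (standard error 0.59, adjusted p = 0.0352) and parvin (CFRG4328) of 1.45 (standard error 0.44, adjusted p = 0.0327). Without multinucleate sample 3 the log2 fold change was 1.37 for PINCH, 1.17 for ILK and 0.94 for parvin. Paxillin (CFRG3228) had 77.3 ± 14.7 and 26.8 ± 12.3 FPKM (log2 fold change 1.59, adjusted p = 0.0163). Of the 10 genes of the integrin adhesome in Figure 7A, 9 were higher in the amoeboid stage and 1 did not pass, and the median log2 fold change was 1.92 (1.18 without multinucleate sample 3). The count was 9 when adjusted over the list alone, which is not independent evidence because the same p values are reused. The count over all genes tested fell to 2 without amoeboid sample 1, to 1 without amoeboid sample 2 and to 0 without amoeboid sample 3. At an unadjusted p under 0.05 (limma) there were 9, 9 and 4 of the 10 genes in these cases, against 9 with all samples. The median log2 fold change was 2.00, 2.01 and 1.74. Of these 10 genes, 2 had peptides in the proteomics table of the in vivo secretome, integrin alpha with 12 unique peptides and integrin beta with 3.

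**Figure D2:**
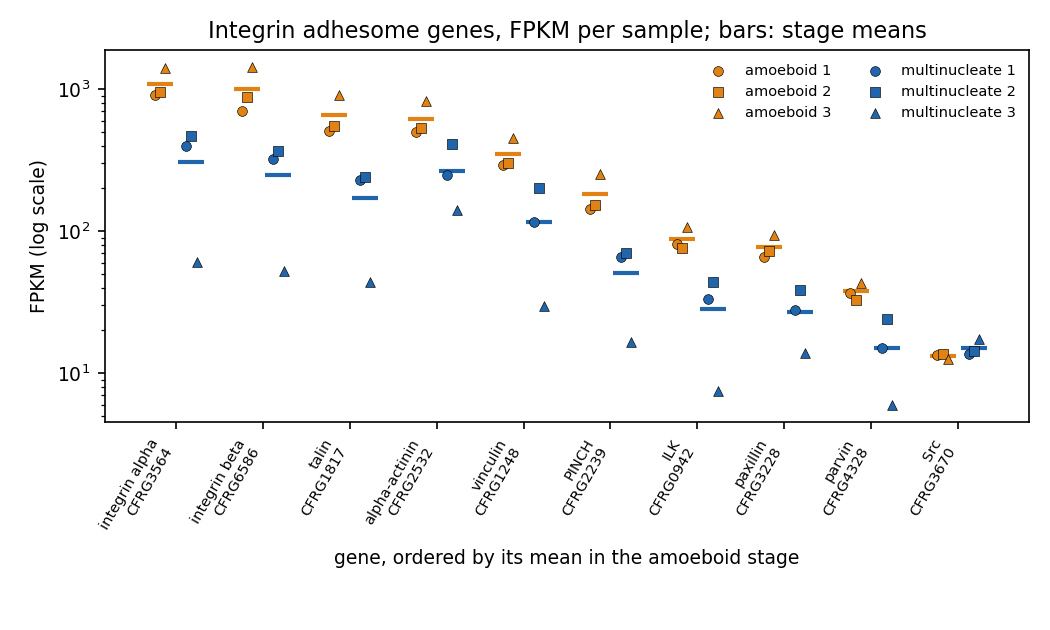
FPKM of the 10 genes of the integrin adhesome in each of the 6 samples, on a log axis, with a bar at the mean of each stage. In all genes but Src the amoeboid samples lie above the multinucleate samples, and multinucleate sample 3 lies lowest, with 52.3 FPKM for integrin beta.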

To test whether the integrin adhesome components constitute a co-regulated gene module in the three unicellular holozoans (ichthyosporeans, filastereans, and choanoflagellates), we calculated the transcriptional Pearson correlation coefficients between all of the genes encoding the integrin adhesome for each species (Figure 7A–C). In the case of *Creolimax*, we observed a remarkable co-regulation among all of the components. 

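The Src tyrosine kinase was transcribed at a low level in both stages, and its difference between them did not pass the test. Src (CFRG3670) had 13.2 ± 0.5 FPKM in the amoeboid stage and 15.1 ± 2.07 FPKM in the multinucleate stage (SD, n = 3). Its log2 fold change was -0.18 (standard error 0.14, adjusted p = 0.303 from limma), and it passed the test under none of the alternative settings that were run. The smallest change among the other genes of the integrin adhesome was that of alpha-actinin (CFRG2532), with 617 ± 176 and 267 ± 136 FPKM, a ratio of 2.31 between the means (adjusted p = 0.0346). Alpha-actinin did not pass when any amoeboid sample, or multinucleate sample 1 or 3, was left out. Src ran against the rest of the list in one more respect, its FPKM of 17.5 in multinucleate sample 3 being the highest of the 6 samples. The difference between Src and the other genes was not tested in itself.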

The only exception is the Src tyrosine kinase (Figure 7A), suggesting that tyrosine kinase signaling is not connected to the integrin signaling pathway in *Creolimax*, consistent with the absence of a focal adhesion kinase in the ichthyosporean lineage (Suga et al., 2014). In the filasterean *Capsaspora*, we identified a more complex pattern of co-regulation, grouped in two submodules that are associated with specific paralogs of both *alpha* and *beta* integrins (Figure 7B). This complex pattern of co-regulation could be affected by the number of *Capsaspora*’s samples, higher than those analysed in *Creolimax*. In contrast, we did not detect any co-regulation among the few conserved integrin adhesome components in the choanoflagellate *Salpingoeca* (Figure 7C), suggesting that gene loss in the choanoflagellate lineage was accompanied by dismantling of this ancient co-regulatory module.

**Figure 7.**
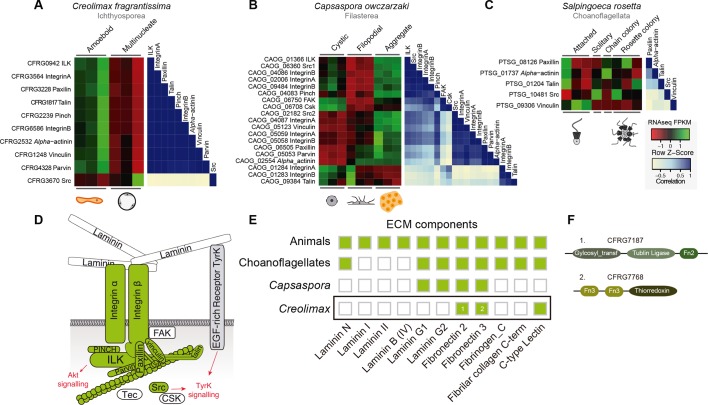
Co-regulation of the integrin adhesome in holozoans. Heatmaps depicting expression levels of integrin adhesome orthologs (red–green) and their pair-wise Pearson correlation coefficients (white–blue) obtained from genome-wide FPKM transcriptional levels in the ichthyosporean *Creolimax* (**A**), the filasterean *Capsaspora* (**B**), and the choanoflagellate *Salpingoeca* (****C**). (**D****) Diagram of integrin adhesome components, those in green are found in *Creolimax* and those in white are absent. In gray, a tyrosine kinase receptor with extracellular EGF domains encoded *Creolimax* genome that could be interacting with an ECM component. (**E**) Repertoire of animal ECM domains in the three unicellular holozoan genomes; green = presence, white = absence. (**F**) Pfam domain architectures of fibronectin-domain containing genes in *Creolimax*. ECM, extracellular matrix; FPKM, fragments per kilobase of exon per million fragments mapped. **DOI:** http://dx.doi.org/10.7554/eLife.08904.018

**Figure 7—figure supplement 1.**
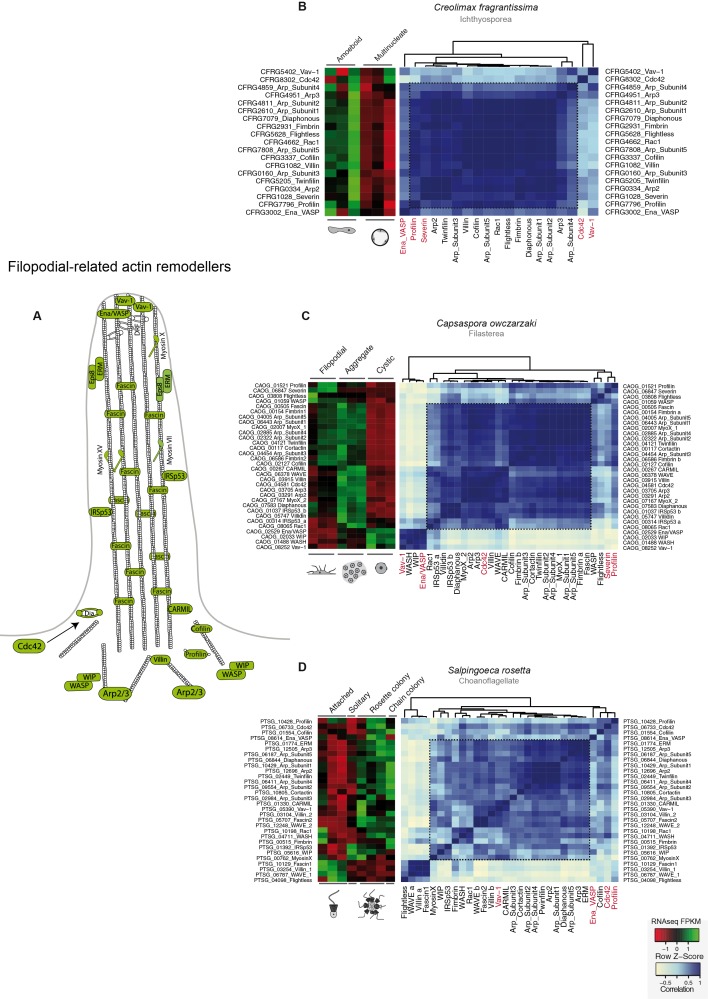
Co-regulation of the filopodial molecular toolkit genes in holozoans. (****A****) Diagram of the filopodial machinery components as described in Sebé-Pedrós et al 2013 (Sebé-Pedrós et al., 2013); those in green are the genes found in unicellular holozoans. Heatmaps depicting expression levels of filopodial component orthologs (red–green) and their pair-wise Pearson correlation coefficients (white–blue) obtained from genome-wide FPKM transcriptional levels in the ichthyosporean *Creolimax* (**B**), the filasterean *Capsaspora* (**C**) and the choanoflagellate *Salpingoeca* (**D**). Highlighted in red are those genes that appear outside the module in at least two lineages. FPKM, fragments per kilobase of exon per million fragments mapped. **DOI:** http://dx.doi.org/10.7554/eLife.08904.019

**Figure 7—figure supplement 2.**
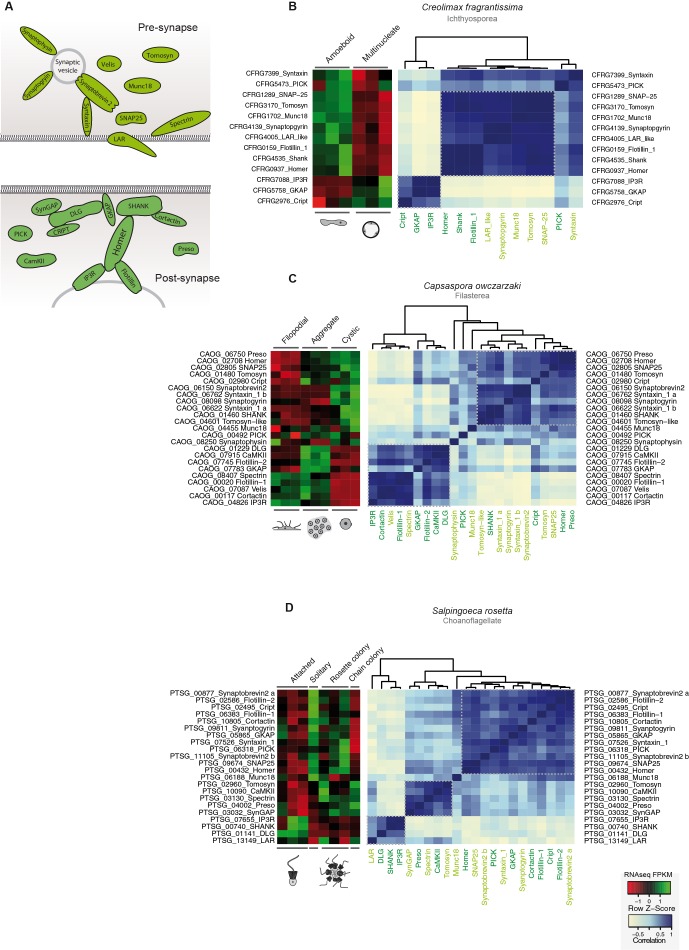
Co-regulation of the pre- and post- synaptic genes in holozoans. (****A****) Diagram of the pre-synaptic (paler green) and post-synaptic (darker green) found in unicellular holozoans. Heatmaps depicting expression levels of pre- and post-synaptic orthologs (red–green) and their pair-wise Pearson correlation coefficients (white–blue) obtained from genome-wide FPKM transcriptional levels from the ichthyosporean *Creolimax* (**B**), the filasterean *Capsaspora*, (**C**) and the choanoflagellate *Salpingoeca* (**D**). Flotillin genes, despite not being directly related to the post-synpatic scaffold, have been shown to interact with Homer in choanoflagellates and animals (Burkhardt et al., 2014). FPKM, fragments per kilobase of exon per million fragments mapped. **DOI:** http://dx.doi.org/10.7554/eLife.08904.020

In animals, integrins mediate cell-adhesion through binding to ECM proteins, such as laminins and fibronectins (Cromar et al., 2014). In *Capsaspora*, laminin-containing genes with predicted secretion signals are up-regulated in the aggregative stage (Sebé-Pedrós et al., 2013). However, despite showing a co-regulated integrin adhesome, we did not find any laminin-containing genes in *Creolimax* (Figure 7E). The only ECM-related domains that we found in the genome were fibronectins, but those are fused to metabolic domains unrelated to the ECM and none had a secretion signal peptide (Figure 7F). Therefore, it seems unlikely that integrins are involved in adhesion to an endogenous animal-like ECM in *Creolimax*.

Next, we investigated the filopodial machinery (Sebé-Pedrós et al., 2013). We observed strong positive co-regulation of a core set of components in all unicellular holozoans (Figure 7—figure supplement 1), consistent with the use of an ancestral cellular machinery for filopodial formation. 

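Most of the filopodial genes had more transcript in the amoeboid stage, but some of their regulators did not pass the test. Villin (CFRG1082), which bundles actin in protrusions, had 99.7 ± 15.4 FPKM in the amoeboid stage and 41.5 ± 23.7 FPKM in the multinucleate stage (SD, n = 3). The change on the log2 scale was 1.42 (standard error 0.45, adjusted p = 0.0362 from limma). Flightless (CFRG5628) had 48.8 ± 8.2 and 15.8 ± 9.34 FPKM, a log2 fold change of 1.77 (standard error 0.49, adjusted p = 0.0256). Without multinucleate sample 3 the log2 fold change was 0.90 for villin and 1.17 for flightless. Twinfilin (CFRG5205) had a log2 fold change of 0.79 (standard error 0.23, adjusted p = 0.0315). The GTPase Cdc42 (CFRG8302) stood at 233 ± 17.1 and 231 ± 17.4 FPKM (adjusted p = 0.926), the exchange factor Vav-1 (CFRG5402) at 41.5 ± 3.03 and 41.4 ± 1.81 FPKM (adjusted p = 0.991) and Ena/VASP (CFRG3002) at 35.6 ± 2.85 and 33.5 ± 1.24 FPKM (adjusted p = 0.598). Of the 19 *Creolimax* genes in Figure 7—figure supplement 1, 12 were higher in the amoeboid stage and 7 did not pass. When adjusted over the list alone 14 passed, with severin (CFRG1028, log2 fold change 0.87) and profilin (CFRG7796, log2 fold change 1.12) added. This count reuses the same p values, so it is not independent evidence. The log2 fold change of severin was 0.53 without amoeboid sample 3, and that of profilin was 0.64 without multinucleate sample 3. With few samples per stage, no correlation between genes within a stage was computed, so co-regulation was not tested. Only the number of genes higher in the amoeboid stage is given. Without amoeboid sample 3 the number fell to 2, without amoeboid sample 2 to 4, and without multinucleate sample 1 to 7.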

In stark contrast to the situation for cell replication machinery, we did not observe a single co-regulated module in any unicellular species for genes involved in animal neuronal pre-synaptic and post-synaptic processes, including most pairs of genes that are known to directly interact in animals (with the exception of syntaxin, synaptobrevin, and synaptogryin, which are involved in secretory vesicle formation (Burkhardt et al., 2011); Figure 7—figure supplement 2). 

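Genes with synaptic roles in animals moved in both directions between the stages. The scaffold genes split. Shank (CFRG4535) had 72.1 ± 18.3 FPKM in the amoeboid stage and 22.6 ± 7.97 FPKM in the multinucleate stage (SD, n = 3), a log2 fold change of 1.67 (standard error 0.31, adjusted p = 0.0149 from limma). Homer (CFRG0937), which binds Shank in animals, had 75.9 ± 29.2 and 22.1 ± 14.1 FPKM, a log2 fold change of 1.96 (standard error 0.60, adjusted p = 0.0337). In multinucleate sample 3 Homer had 6.11 FPKM, and without that sample its log2 fold change was 1.25. GKAP (CFRG5758), another partner of Shank in animals, went the other way with 13.4 ± 1.92 and 35.4 ± 10.2 FPKM, a log2 fold change of -1.31 (standard error 0.22, adjusted p = 0.0149). The IP3 receptor (CFRG7088) was also higher in the multinucleate stage, with a log2 fold change of -0.67 (standard error 0.22, adjusted p = 0.0428) that was -0.42 without multinucleate sample 3. Among genes of vesicle fusion, SNAP-25 (CFRG1289), tomosyn (CFRG3170), Munc18 (CFRG1702) and synaptogyrin (CFRG4139) were higher in the amoeboid stage, with log2 fold changes of 0.94, 0.68, 0.46 and 0.45. Syntaxin (CFRG7399) did not pass, with 98.9 ± 3.86 and 86.0 ± 6.42 FPKM (adjusted p = 0.247). Of the 13 genes in Figure 7—figure supplement 2, 8 were higher in the amoeboid stage, 2 in the multinucleate stage and 3 did not pass. The counts were 8 and 2 when adjusted over the list alone, from the same p values and so not independent evidence. Without amoeboid sample 2, or without amoeboid sample 3, 3 of the 13 genes passed, and Homer, SNAP-25 and the IP3 receptor were not among them. Without amoeboid sample 1 and without multinucleate sample 1, 4 and 5 genes passed.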

In fact, a lack of interaction has been shown for some of the core proteins involved in the post-synaptic scaffold in *Salpingoeca* (Burkhardt et al., 2014). Thus, our results suggest that some molecular complexes directly involved in cell morphology and behavior already formed co-regulated gene modules in unicellular holozoans, whereas other complexes involved in unique animal cell types were assembled later, despite having conserved orthologs.

### The secretome of *Creolimax* shows convergent adaptations to a specialized osmotrophic lifestyle

Ichthyosporeans are an interesting case of convergent evolution of fungal-like traits; in fact, they were once thought to be fungi based on their lifestyle and morphology (Glockling et al., 2013; Mendoza et al., 2002). For instance, both groups have a cell wall, similar parasitic lifestyles, and a specialized osmotrophic feeding mode, unlike any of the other holozoan lineages (Figure 1). Specialized osmotrophs are characterized by their highly adapted secretomes that are key to the external digestion of complex compounds. Therefore, we analyzed the secretome of *Creolimax* to investigate the convergent evolution of this specialized osmotrophic feeding mode in the ichthyosporeans. In addition, secretome analysis should provide further insights into the production and modification of ECM and signaling ligands.

To characterize the secretome, we performed a combination of in vivo and in silico approaches. First, using high-throughput proteomics of an in vivo secretome sample in culture conditions, we identified 91 proteins. Next, we applied an in silico approach to predict 453 proteins that are likely to be secreted (see Material and methods). Interestingly, only 48 proteins were common to both datasets, indicating that proteins without a canonical signal peptide or with additional transmembrane domains could also be found in the in vivo secretome (Figure 8A). Among the 43 non-canonically secreted proteins, we detected some with transmembrane domains that could be the product of shedding, as proposed for other species (Meijer et al., 2014). For instance, we found peptides corresponding to the extracellular region of both *alpha* and *beta* integrins. Although shedding of integrins has been observed during the inflammatory response in animals (Gomez et al., 2012), the functional implications of integrin shedding in *Creolimax* remain elusive.

**Figure 8.**
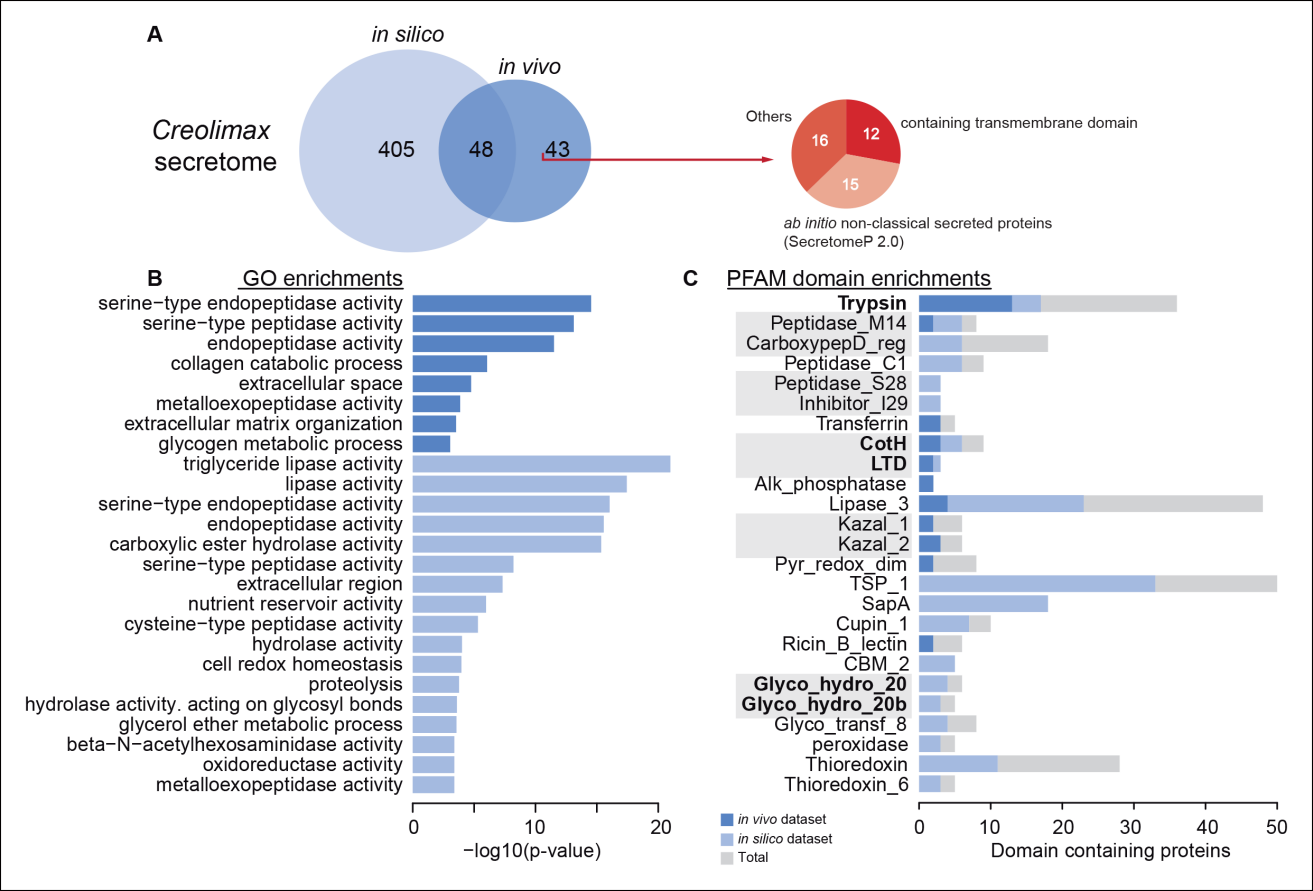
Functional enrichments of *Creolimax* secretome. (**A**) Venn diagram showing the number of genes identified in the *Creolimax* secretome through an in silico approach (see Material and methods) and an in vivo proteomics approach. A circle diagram describes the features of genes only identified in the in vivo approach, lacking a signalP or having TM domains . (**B**) GO categories and (**C**) PFAM domains enriched in the secretome; in dark blue are those enriched in the in vivo dataset; in pale blue are those enriched in the in silico dataset; in gray are the total amount of PFAM-domain containing genes in the genome. GO, Gene Ontology. **DOI:** http://dx.doi.org/10.7554/eLife.08904.021 10.7554/eLife.08904.022Figure 8—source data 1.In vivo proteomics of *Creolimax* secretome.**DOI:** http://dx.doi.org/10.7554/eLife.08904.022

Both secretome datasets were highly enriched in peptidase and proteolytic activities (Figure 8B), whereas only the in silico dataset showed further enrichments in other catabolic functions such as lipase and hydrolase activities. Analysis of Pfam-domain enrichment consistently revealed proteolytic and peptidase domains in both datasets (Figure 8C). In contrast, an in-depth search for candidate ECM-related proteins and diffusible ligands based on Pfam domains (using known animal domains as EGF, DSL, or laminins) retrieved no positive hits. Thus, the proteolytic activity of the *Creolimax* secretome does not seem to be related to modifying the endogenous ECM, but possibly to the adaptation to a specialized osmotrophic feeding mode.

Osmotrophic lifestyles are characterized by the external digestion of complex polymers (Talbot, 2013). Therefore, the enrichment in proteolytic activities observed in the secretome strongly suggests that proteins and peptides are the main food source of *Creolimax*, at least under culture conditions. Such external digestion requires a coupled mechanism for nutrient uptake (Talbot, 2013). Consistent with this requirement, we found 38 genes with four distinct Pfam domains (PF00324, PF01490, PF03169 and PF00854) that are predicted to be involved in the amino acid and oligopeptide transporter activity.

The most-abundant gene family in *Creolimax* secretome was the trypsins (15 proteins in the in vivo proteomic dataset out of the 31 genes found in the genome). Trypsins are usually found in multiple copies in animal genomes, and they have important roles in the digestive system as serine proteases and also as ECM remodellers. To further complement these observations, we profiled a wide range of eukaryotes and found independent expansions of trypsins in other osmotrophic lineages (Figure 9A). Among these, two fungal species (*Coemansia reversa* and *Conidiolobus coronatus*) and an oomycete (*Saprolegnia parasitica*) are also animal-dwelling parasites, thus sharing a similar lifestyle to the known ichthyosporeans. Phylogenetic analyses of *Creolimax* trypsins (Figure 9B) revealed that most are the product of rapid lineage-specific gene duplications, a common source of molecular adaptation (Kondrashov, 2012). Moreover, we found very distinct patterns of transcript and protein abundance (measured by the number of unique peptides identified) across the trypsin paralogs (Figure 9B), suggesting a rapid process of functional diversification. Thus, trypsins seem to be a recurrently used effector gene family in osmotrophic eukaryotes, and have evolved rapidly in *Creolimax*.

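Some trypsin paralogs were higher in the amoeboid stage and some in the multinucleate stage. The paralog with the most transcript in both stages was higher in the multinucleate stage. CFRG4765 had 1245 ± 566 FPKM in the amoeboid stage and 3422 ± 784 FPKM in the multinucleate stage (SD, n = 3). Its log2 fold change was -1.53 (standard error 0.35, adjusted p = 0.0167 from limma), and its 14 unique peptides in the in vivo secretome were the most of the trypsins. By spectrum matches it was not first, with 19 against 60 for CFRG6582, 44 for CFRG7376, 36 for CFRG6234 and 30 for CFRG6243. CFRG1701 (21) and CFRG3417 (20) were above it as well. CFRG6582, CFRG7376, CFRG6234 and CFRG6243 had 9, 1, 1 and 2 unique peptides. Whether their spectrum matches came from peptides shared between paralogs was not examined, so these matches do not rank the paralogs by protein. CFRG3417, with 13 unique peptides, had 46.6 ± 11.4 and 112 ± 28.3 FPKM, a log2 fold change of -1.25 (standard error 0.27, adjusted p = 0.0155). In the amoeboid stage CFRG6946 was higher, with 361 ± 25.8 and 145 ± 28.3 FPKM (log2 fold change 1.32, standard error 0.18, adjusted p = 0.0149), and it had 1 unique peptide. CFRG7537 was also higher in the amoeboid stage (log2 fold change 2.35, standard error 0.77, adjusted p = 0.0403), although its samples overlapped between the stages. The log2 fold change of CFRG7537 was 3.14 without amoeboid sample 1 and 1.76 without amoeboid sample 3. Some paralogs differed more between multinucleate cultures than between stages. CFRG6582 had 140 FPKM in multinucleate sample 1, 608 FPKM in sample 2 and 11.6 FPKM in sample 3 (adjusted p = 0.251), and it had 9 unique peptides.
Of the 31 trypsins in Figure 9B, 27 had a mean of at least 1 FPKM, of which 5 were higher in each stage and 17 did not pass. This balance depended on single samples. Without multinucleate sample 2, 11 were higher in the amoeboid stage and 3 in the multinucleate stage. Without amoeboid sample 2 there were 2 in each stage, without amoeboid sample 3 there were 1 and 2, and without amoeboid sample 1 or multinucleate sample 1 there were 3 and 4. When adjusted over the list alone, 3 were higher in each stage, and since that count reuses the same p values it is not independent evidence. Of the 31 genes, 15 had a unique peptide in the proteomics table, and all of the 15 had a mean of at least 1 FPKM. Across the 31 genes, transcript level went with the number of unique peptides in both stages. Spearman's rho was 0.69 for the amoeboid mean (permutation test, 2-sided, p = 4e-05, Benjamini-Hochberg adjusted p = 0.000133) and 0.66 for the multinucleate mean (permutation p = 3e-05, adjusted p = 0.000133). Pearson's r was 0.56 (permutation p = 0.0006, adjusted p = 0.0012) and 0.63 (permutation p = 5e-05, adjusted p = 0.000133), among 8 relations computed. With spectrum matches in place of unique peptides Pearson's r for the multinucleate mean was lower, at 0.38 (permutation p = 0.0368). The remaining relations were over the 85 genes of the in vivo secretome. There Spearman's rho was 0.09 and 0.21 and Pearson's r 0.16 and 0.22, and no adjusted permutation p was under 0.05. The 16 trypsins without a unique peptide entered at 0, whereas the 85 genes all had peptides. Genes are not independent replicates, and the peptides come from the medium of a culture that was not separated into stages. Paralogs with nearly the same sequence can share reads, which the FPKM do not show. CFRG4765 did not pass without amoeboid sample 2 or 3, and CFRG7537 did not pass when either of these, or multinucleate sample 1 or 3, was left out.

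**Figure D3:**
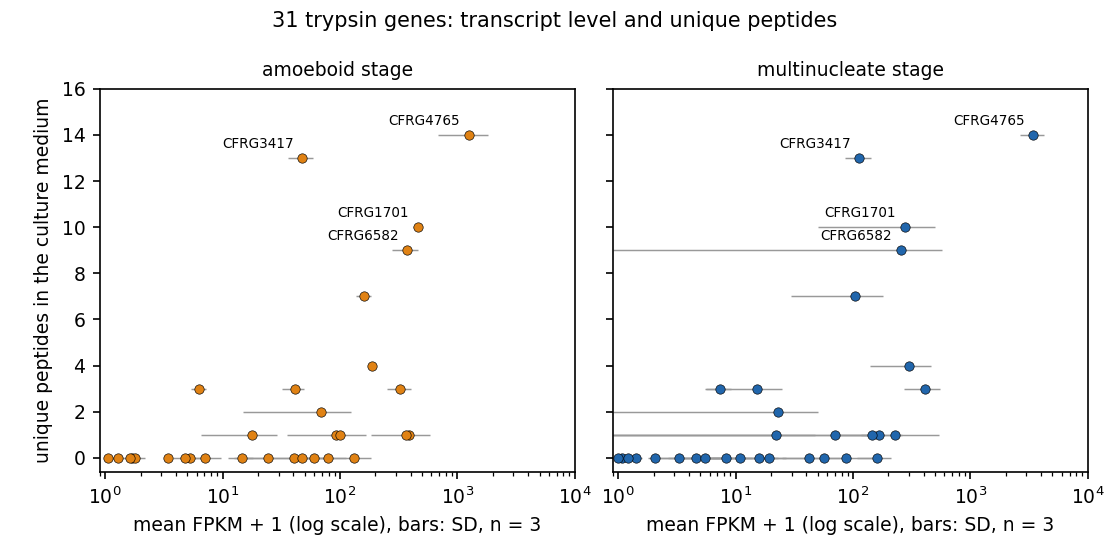
Unique peptides in the in vivo secretome against FPKM + 1 in the amoeboid and the multinucleate stage for the 31 trypsins, with the mean of 3 samples and bars of 1 SD on a log axis, ending at the edge of the plot where the SD exceeds the mean. CFRG4765 has 14 unique peptides and the highest FPKM in both stages, and the trypsins without peptides lie at 159 FPKM or below.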

**Figure 9.**
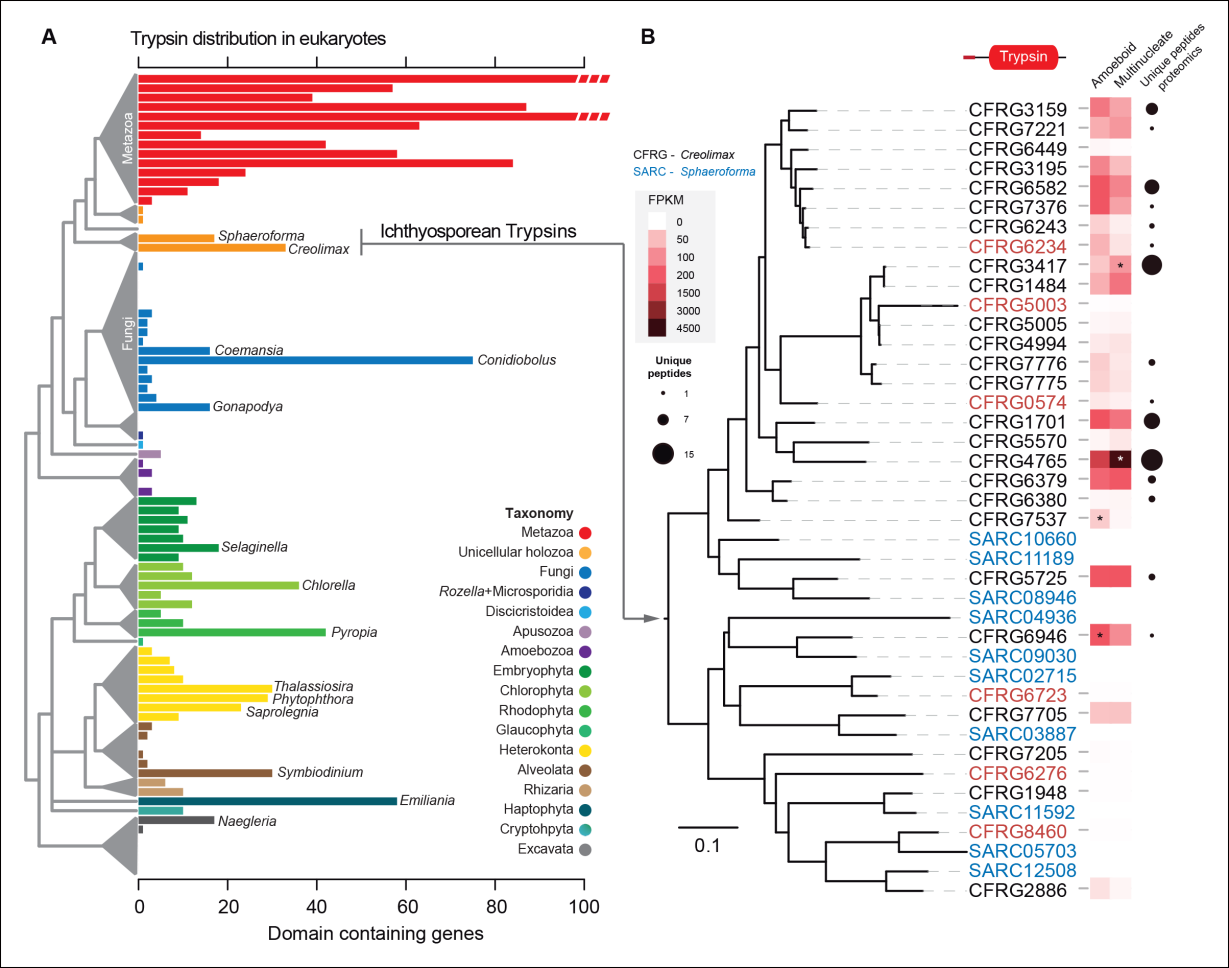
Trypsin evolution. (**A**) Barplot showing the total number of Trypsin proteins (PF00089) found in the genomes of diverse eukaryotes. Branches are color coded according to the taxonomy shown in the legend. (**B**) Maximum-likelihood phylogenetic tree based on the amino acid sequence of the Trypsin domain from *Creolimax fragrantissima and Sphaeroforma arctica*. Expression levels obtained from genome-wide FPKM calculation are shown. Number of unique peptides obtained from the in vivo secretome proteomic dataset is also shown. In red are those genes that do not present a signal peptide according to SignalP. FPKM, fragments per kilobase of exon per million fragments mapped. **DOI:** http://dx.doi.org/10.7554/eLife.08904.023

### Recurrent prokaryotic LGT events shaped the *Creolimax* secretome

LGT is a rare but recurrent mechanism for the acquisition of osmotrophy-related genes in both fungi and oomycetes (Talbot, 2013). We therefore investigated LGT in *Creolimax* by building automatic taxon-rich phylogenies. Manual inspection of these trees yielded a list of 163 genes that confidently branched within bacterial clades, supporting bacterial origins. Of these, 35 (21.5%) were found only in *Creolimax* among all eukaryotes sampled, 50 (30.7%) were shared with the close relative *Sphaeroforma arctica*, and 71 (43.6%) were shared with other ichthyosporeans (Figure 10—figure supplement 2). 

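Genes of prokaryotic origin whose products were detected in the medium or only predicted to be secreted ranged from abundant transcripts to none. The 24 such genes of the in vivo and in silico secretomes (Figure 10—figure supplement 2C) are those given here. CFRG8536, with 3 unique peptides in the in vivo secretome, had 1134 ± 390 FPKM in the amoeboid stage and 1574 ± 51.3 FPKM in the multinucleate stage (SD, n = 3), a difference that did not pass (limma, adjusted p = 0.134). CFRG6386 had 195 ± 7.06 and 150.0 ± 19.3 FPKM (adjusted p = 0.0790). CFRG6301, of the in silico secretome, was higher in the amoeboid stage with 1024 ± 579 against 177 ± 148 FPKM, a log2 fold change of 3.00 (standard error 0.94, adjusted p = 0.0353). Of the 24 genes, 23 were above 0 FPKM in at least 1 sample, and CFRG6136 was listed at 0 in all. A mean of at least 1 FPKM was reached by all 6 genes of the in vivo secretome and by 10 of the 18 of the in silico secretome. CFRG6301 was the only gene of the 16 tested that passed, and adjusted over the list alone it did not. At an unadjusted p under 0.05, 5 of the 16 genes differed between the stages. CFRG6301 had 24.1 FPKM in multinucleate sample 3. Its log2 fold change was 1.90 without that sample and 3.74 without multinucleate sample 2, and it did not pass when any amoeboid sample was left out.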

Although most LGT genes (102 out of 163) were intron-less, the vast majority (143, 87.7%) showed transcriptional support from our polyA-selected RNA-seq, minimizing the possibility of bacterial contaminations. LGT from bacteria accounts for 1.8% of the total proteome, which is slightly higher than in other eukaryotic genomes (Alsmark et al., 2013). Importantly, we found 6 genes acquired by LGT in the in vivo secretome and 18 more in the in silico secretome (Figure 10—figure supplement 2). Therefore, similar to other eukaryotic lineages (Richards et al., 2011; Richards et al., 2011), ichthyosporeans have enriched their osmotrophy-related gene complement through prokaryotic LGT.

Among the six genes of prokaryotic origin that we found in the in vivo secretome, three belonged to the spore coat homology (CotH) family (PF08757). CotH proteins were first described as being fundamental for spore coat formation in the bacteria *Bacillus subtilis* (Naclerio et al., 1996), but they have recently been characterized as critical factors for host invasion in the fungus *Rhizopus oryzae* (Gebremariam et al., 2014). Our phylogenetic reconstruction of CotH family evolution revealed that the presence of CotH homologs in *R. oryzae* and other fungi (only belonging to the class mucorales) originated from an LGT event that was independent of those found in ichthyosporeans (Figure 10 and Figure 10—figure supplement 1). Interestingly, both lineages have expanded their CotH family members after LGT acquisition. Moreover, CotH genes were also found in other eukaryotic and archaeal lineages, suggesting a complex history of interdomain LGT similar to that recently described for other gene families (Funkhouser-Jones et al., 2014; Chou et al., 2014). Active gene duplication and domain shuffling characterized the evolutionary history of CotH in the ichthyosporea, where we could observe variable transcriptional levels and peptides among distinct paralogs, as well as the acquisition of an N-terminal LTD domain (PF00932) (Figure 10B). 

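CotH paralogs ranged from barely detected to abundant. CFRG1091, with 11 unique peptides in the in vivo secretome, had 148 ± 21.6 FPKM in the amoeboid stage and 325 ± 207 FPKM in the multinucleate stage (SD, n = 3). The difference did not pass, with a log2 fold change of -0.96 (standard error 0.41, adjusted p = 0.0827 from limma). CFRG1091 had 194 and 217 FPKM in multinucleate samples 1 and 2 and 564 FPKM in sample 3, and without sample 3 its log2 fold change was -0.48. CFRG2646, with 8 unique peptides, had 80.9 ± 14.2 and 114 ± 49.2 FPKM (adjusted p = 0.273). CFRG7262, with 4 unique peptides, had 374 ± 95.6 and 97.4 ± 74.1 FPKM, a log2 fold change of 2.53 (standard error 0.90, adjusted p = 0.0517). The most abundant paralog in the amoeboid stage, CFRG7261, had 571 ± 210 and 146 ± 113 FPKM, a log2 fold change of 2.57 (standard error 0.96, adjusted p = 0.0588), and no peptide. In both of the last genes every amoeboid sample lay above every multinucleate sample, and multinucleate sample 3 was far below the others with 11.8 and 16.4 FPKM. Without it the log2 fold changes were 1.38 and 1.36, and that of CFRG7261 was 3.18 without multinucleate sample 1 and 3.16 without multinucleate sample 2. CFRG8038 was the least abundant, at 0.106 ± 0.0535 and 0.182 ± 0.171 FPKM. Of the 9 genes, 8 had a mean of at least 1 FPKM, and 1 of them passed the test, CFRG6345, which was higher in the multinucleate stage with 5.54 ± 1.94 against 2.53 ± 0.932 FPKM (log2 fold change -0.89, adjusted p = 0.0435). At an unadjusted p under 0.05, 4 of the 8 differed, and none passed when adjusted over the list alone. That count reuses the same p values, so it is not independent evidence. CFRG6345 did not pass without any one of 5 samples, all but multinucleate sample 2, whereas CFRG7262 and CFRG7261 did pass when any single multinucleate sample was left out.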

Active transcription and secretion of *Creolimax* CotH genes in axenic culture conditions underscore their putative role in host invasion and highlight the importance of LGT in effector gene acquisition across different osmotrophic lineages.

**Figure 10.**
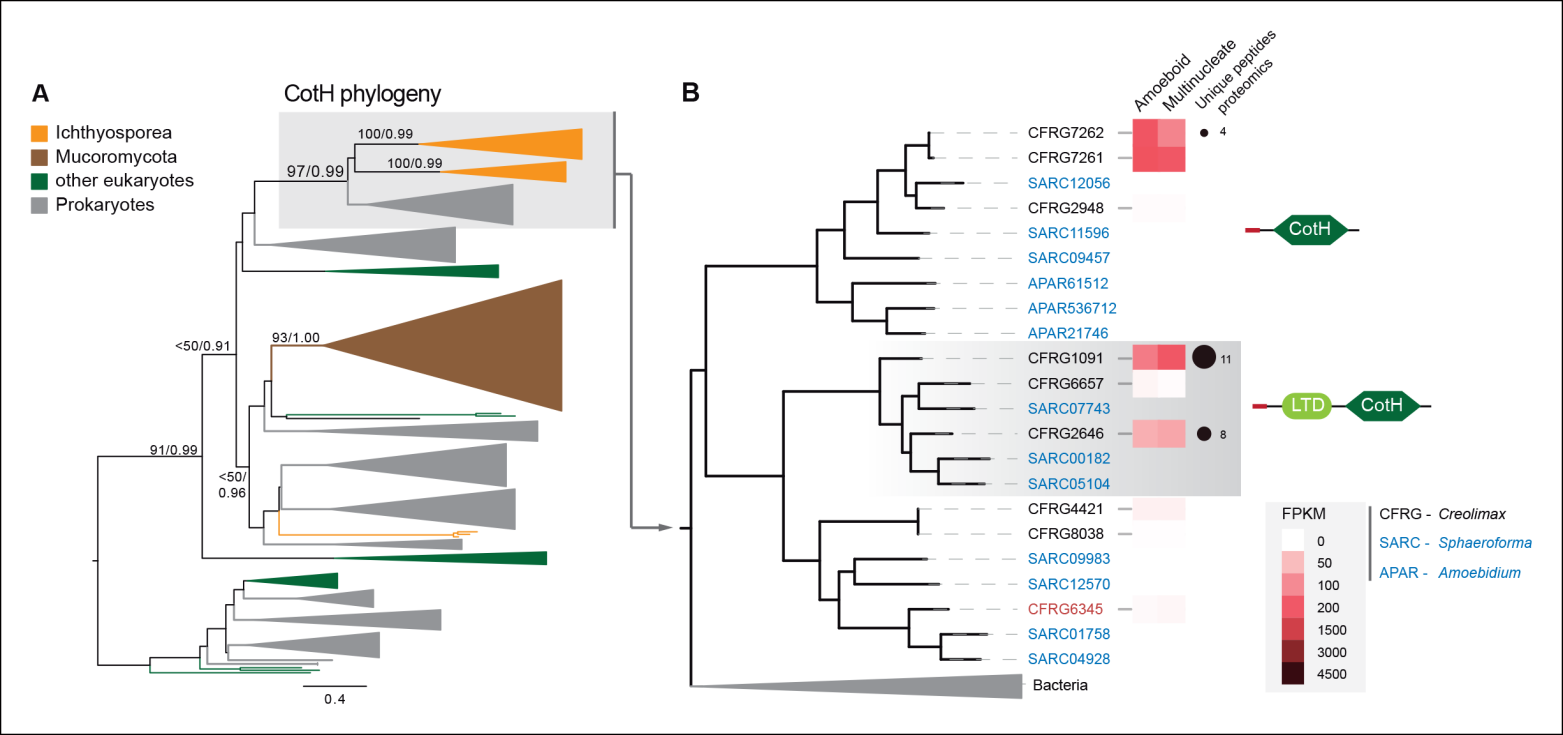
CotH evolution. (**A**) Maximum-likelihood phylogenetic tree of the CotH domain (PF08757). Nodal support is shown in key branches (100 maximum likelihood replicates bootstrap values and Bayesian posterior probabilities). Color code indicates taxon distribution in each clade as depicted in the legend; for a detailed tree, see Figure 10—figure supplement 1. (**B**) Detail of the phylogenetic tree depicting ichthyosporean CotH sequences, covering *Creolimax, Sphaeroforma arctica*, and *Amoebidium parasiticum*. Expression levels obtained from genome-wide FPKM calculation and the number of unique peptides obtained from the in vivo secretome proteomic dataset are shown. Domain configurations obtained from a PfamScan analysis. Gene identifiers in red are those that do not present a signal peptide according to SignalP. FPKM, fragments per kilobase of exon per million fragments mapped. **DOI:** http://dx.doi.org/10.7554/eLife.08904.024

**Figure 10—figure supplement 1.**
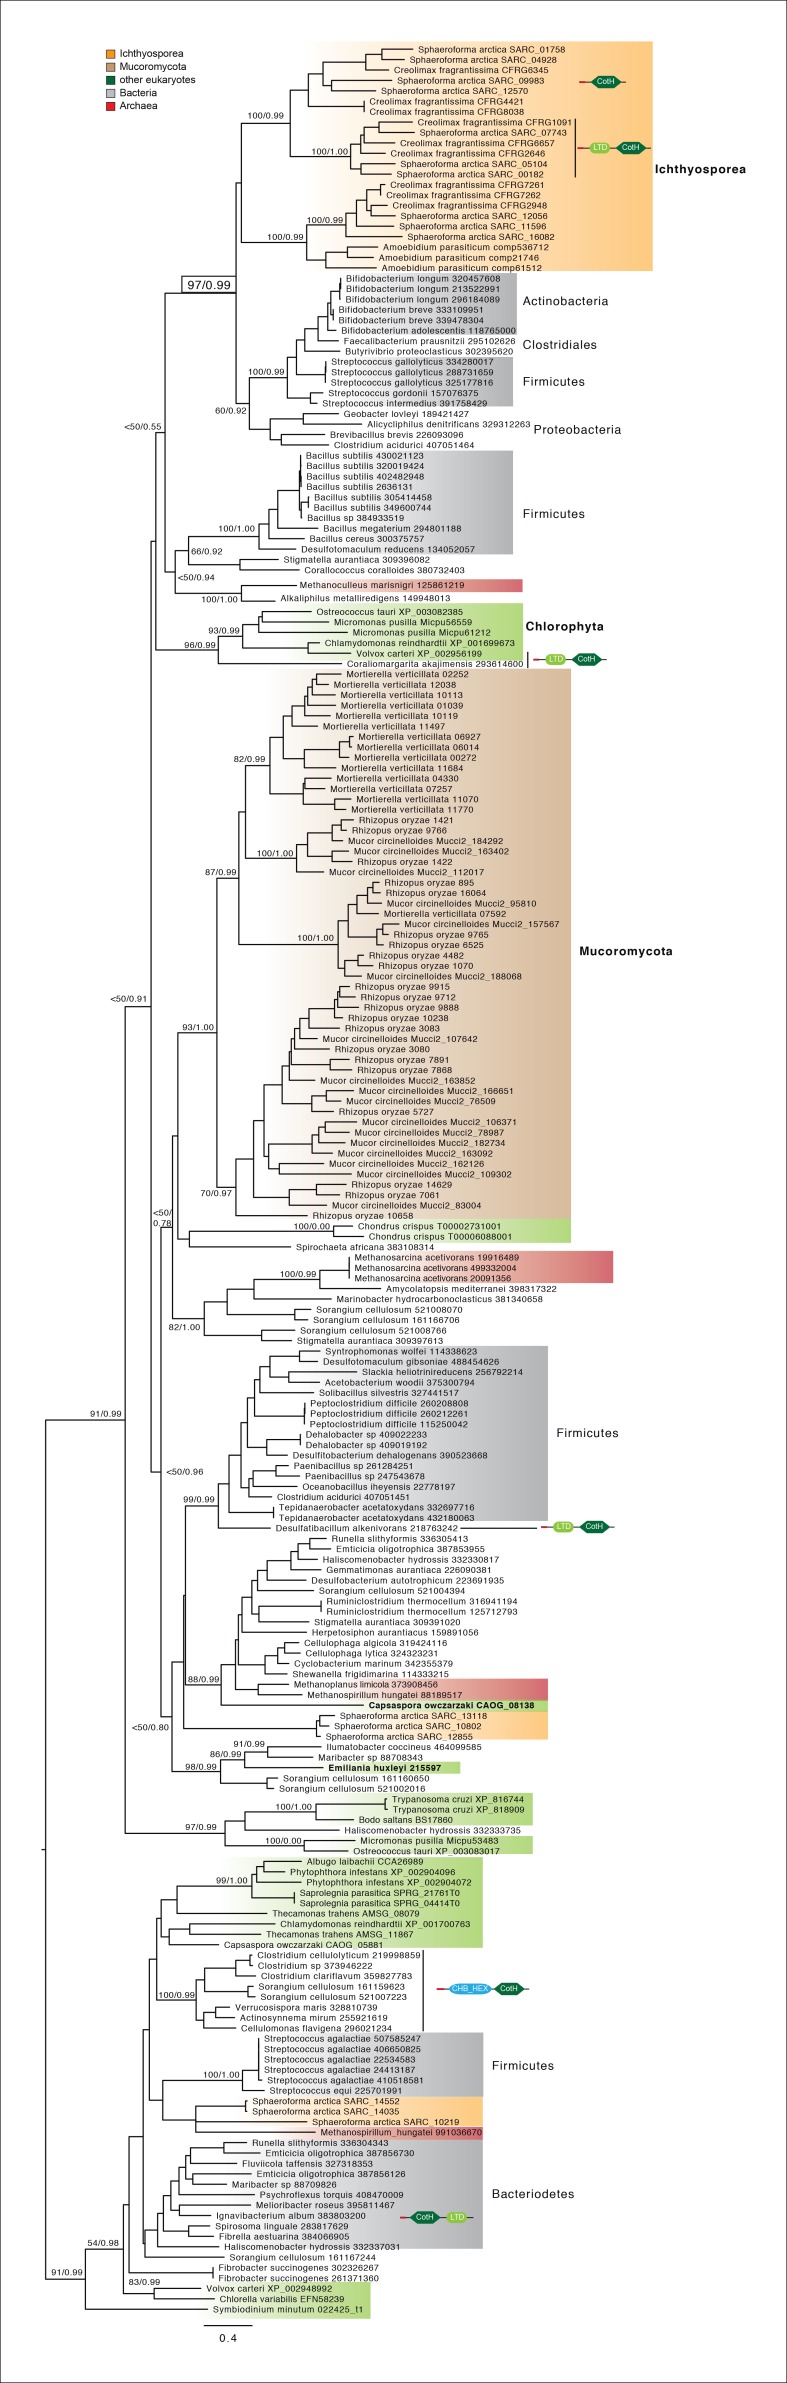
CotH extended phylogeny. Maximum-likelihood phylogenetic tree of the CotH domain (PF08757). Nodal support is shown in key branches (100 maximum likelihood replicates bootstrap values and Bayesian posterior probabilities). Color code indicates taxon distribution in each clade as depicted in the legend. Domain configurations obtained from a PfamScan analysis. **DOI:** http://dx.doi.org/10.7554/eLife.08904.025

**Figure 10—figure supplement 2.**
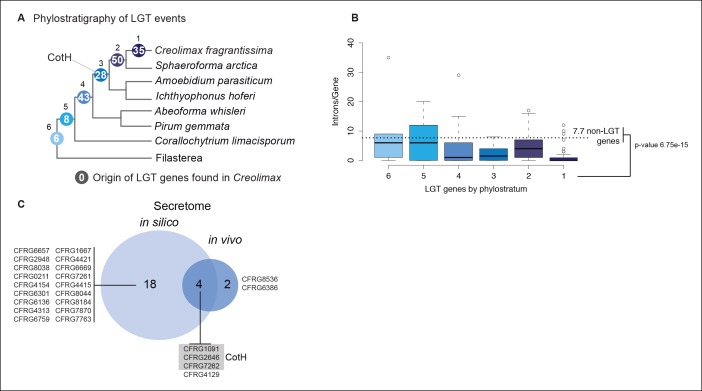
Features of prokaryotic LGT. (**A**) Phylostratigraphy depicting origins of LGT events found in *Creolimax*. Each node represents the total number of horizontally acquired genes in *Creolimax* found in any of the remaining ichthyosporean transcriptomes/genomes. Phylogenetic relationships among ichthyosporeans and out-groups obtained from (Torruella et al., 2015). (**B**) Boxplot showing intron number distribution according to LGT phylostratigraphic age. (**C**) Venn diagram of horizontally acquired genes found in the in silico and the in vivo secretome datasets. LGT, lateral gene transfer. **DOI:** http://dx.doi.org/10.7554/eLife.08904.026

## Discussion

In this study, we showed how different layers of genome regulation shape the coenocytic development and lifecycle of the ichthyosporean *Creolimax*, a unicellular relative of animals. These regulatory layers include complex mechanisms that also play a role in animal development and cellular differentiation. In *Creolimax*, differential genome regulation is not only limited to the transcriptional control of protein coding genes, but also includes cell-stage specific alternative splicing and lincRNA expression. Despite some global similarities to animal regulation, we observed significant differences in how these regulatory layers are deployed in *Creolimax* and animals. For example, the population of lincRNAs that we described in *Creolimax* does not show a major enrichment near developmental genes nor a highly specific cell type-dependent expression, both hallmarks of metazoan lincRNAs (Ulitsky and Bartel, 2013; Gaiti et al., 2015). The differential processing of the intron-rich genes during alternative splicing in *Creolimax* is dominated by IR and not ES. Although this is similar to most other eukaryotic groups including sponges (Fernandez-Valverde et al., 2015), it contrasts with alternative splicing in more complex animals, which predominantly involves ES (Sebé-Pedrós et al., 2013; Mcguire et al., 2008). Therefore, while alternative splicing in *Creolimax* is likely to contribute to the regulation of gene expression, it does not provide a greater expansion of the proteome by generating multiple protein isoforms from individual genes as in animals (Irimia and Roy, 2014).

Intriguingly, while this complex genome regulation in *Creolimax* often involves similar gene toolkits to those employed in animal development, it is the unicellular amoeboid stage and not the multinucleate stage that is defined by multicellularity-related activities. This is the case for most differentially expressed TFs, signaling pathways, and adhesion molecules, which are characteristically associated with animal development and multicellularity. In fact, our results indicate that the transcriptional profile of the multinucleate stage of *Creolimax* is more similar to those of highly proliferative cell types in humans, despite the obvious differences in cell morphology and cell division strategy (cell divison vs. coenocytic nuclear division). Thus, we consider that the multinucleate stage of *Creolimax* can be regarded as a highly specialized proliferative cell type. This cell type can be considered to function in a manner analogous to stem cells, with the undifferentiated nuclei dividing in the multinucleate cell before differentiation into amoeboid cells closes the lifecycle. This would suggest that separation of functions as crucial as self-renewal and differentiation can occur in a unicellular context in a temporal manner, which pre-dates the exclusive ability of multicellular organisms to engulf both functionally distinct cell types within a single entity (Arendt, 2008; Hemmrich et al., 2012). Drastic differences in cell structure, morphology, function, and molecular signatures found between stages in protistan relatives of animals indicate that cell stages can be considered cell types according to established definition (57 and see author’s response section for an in-depth discussion on this topic).

In addition to assessing the impact of genome regulation in *Creolimax*, our multiple genome-wide approaches reveal other novel aspects of ichthyosporean biology. For example, we show that *Creolimax* has undergone secondary adaptation to a specialized osmotrophic feeding mode, shaping its secretome and genome through both gene duplication and acquisition of bacterial genes by LGT. These observations highlight the uniqueness of the different holozoan lineages, each representing derived specializations from an ancestral state. However, these specializations of unicellular holozoans are achieved through a largely common genetic toolkit shared with animals, including several signaling pathways, TFs and adhesion molecules (Richter and King, 2013; Suga et al., 2013). Moreover, many of the components of this toolkit are assembled in co-regulated gene modules preserved since the common ancestor of all holozoans, suggesting that recurrent recruitment of full co-regulated gene programs underlies the evolution of lineage-specific cell types and developmental modes (Newman, 2012). Additional complementary insights on the evolution of developmental modes will be provided by studying the immediate out-group of the Holozoa and Holomycota (fungi + Discicristoidea) (Torruella et al., 2015). The Holomycota show a wide variety of developmental modes, ranging from aggregative fruiting body formation to several modes of coenocytic development (Stajich et al., 2009; Brown et al., 2009).

We have shown that the diversity of cellular behaviors and morphologies observed in holozoan lifecycles is likely to have evolved from lineage-specific specializations. A widely accepted hypothesis states that the origin of animals involved a clonally dividing organism, similar to choanoflagellate colonies, that subsequently evolved specialized cellular differentiation (King, 2004; Nielsen, 2008). A competing hypothesis, however, suggests that pre-existing cell types and their associated molecular mechanisms were integrated in the spatiotemporal developmental dynamics of the last common ancestor of all animals (Mikhailov et al., 2009). Our data suggests a third mixed model, in which the capacity to build differentiated cell types and transient multicellular entities was not a rare feature in pre-metazoan evolution. Nevertheless, the rise of animal multicellularity is not directly homologous to any ancestral developmental mode, and it may be seen as another derived specialization involving the integration of ancestral molecular modules and their associated cell behaviors into one single multicellular entity. Consequently, our results reveal the importance of obtaining complementary data from multiple lineages before significant insights can be gained into the organism that took the first steps on the road towards complex animal multicellularity.

## Materials and methods

### Cell culture and nucleic acid extraction

*Creolimax fragrantissima* cells (available from the Canadian Centre for the Culture of Microorganisms under accession numbers CCCM 101 – 107) were grown axenically in liquid medium (marine broth Difco 2216) at 12ºC. To obtain biological replicates for the RNA extraction, three independent cell lines were isolated from distinct colonies grown on a marine agar plate (marine agar Difco 2216). Those initial isolates were then grown in liquid medium (marine broth Difco 2216). After one pass, new 1/10 subcultures (10 ml) were initiated and grown statically for 5 days in 25 ml flasks. When the cells became confluent on the fifth day, they were scratched and passed into 50 ml flasks with an additional 25 ml of fresh medium. These 50 ml flasks were then grown for 48 hr with gentle agitation (150 rpm), allowing the mature coenocytes to form clumps. Then, the 50 ml flasks were filtered using a 5.0 μm Isopore membrane filter (Millipore ) and collected into a 50 ml Falcon tube . As only amoebas pass through the 5 μm filter step, filtered cells were then immediately pelleted by centrifugation at 1500 rcf for 3 min and harvested to get the RNA from the amoeboid stage. For the multinucleate-stage RNA, filtered cells were re-cultured in a new 50 ml flask, grown for 24 hr and harvested by centrifugation at 3000 rcf for 3 min. For all cell lines and stages, the RNA was extracted using Trizol reagent (Life Technologies, Carlsbad, CA) with a further step of DNAseI (Roche) to avoid gDNA contamination, and then purified using RNeasy columns (Qiagen).

### Genome sequencing, assembly and annotation

We generated 1.7 million 454 single reads and 34 million Illumina 5kb mate-pair reads (both after trimming, totaling 3.4G bp). Those were combined and preassembled with a Newbler 2.7 assembler (Roche). The mitochondrial DNA sequence was removed before the assembly. Using the pairing information of the Illumina mate-pair reads, the 846 pre-scaffolds were broken at unreliable positions found by REAPR 1 (Hunt et al., 2013) and re-assembled by SSPACE 2 (Boetzer et al., 2011). Some of the N-stretches within the scaffolds were filled by Gapfiller (Boetzer and Pirovano, 2012). This array of improvement tools assembled the pre-scaffolds into 196 sequence pieces. We then used the pairing information of the mate-pair reads for further assembly improvement, breaking and re-connecting the scaffolds. Finally, we obtained an assembly with 82 final scaffolds, of which 29 were short (<1000 bp) fragments.

To predict the protein-coding genes from the whole genome sequence, we used Augustus 2.7 (Stanke et al., 2008) combined with RNA-seq data (see details on this data in ‘RNA-seq and differential expression analysis’ section). We followed the protocol described here: http://bioinf.uni-greifswald.de/bioinf/wiki/pmwiki.php?n=IncorporatingRNAseq.Tophat. Briefly, we pooled all the RNA-seq samples and mapped them to the genome using Tophat2 (Kim et al., 2013), using the resulting introns to train Augustus *ab initio* predictions in an iterative process. The resulting predictions were manually screened in a genome browser and compared to the spliced-aligned reads resulting from Tophat2. We further validated our predicted annotation, comparing the data to a set of genes that we had previously cloned by RT-PCR and rapid amplification of cDNA ends PCR, including highly expressed genes (e.g. Histone 2B, Tubulin *beta*) and lowly expressed genes (e.g. Myc, Grainyhead, p53, Src Tyrosine Kinase).

Moreover, we used the mapped transcriptome to perform a genome-guided Trinity assembly (Haas et al., 2013). Those transcripts were then used to annotate the UTRs of the protein-coding genes resulting from the Augustus annotation step. The elongation of the UTRs was done using PASA (Haas, 2003). The transcripts that did not overlap with Augustus annotations were then searched against the NCBI non-redundant protein database using tBlastX. Those that retrieved significant hits (e-value <10e-3) and had clear open reading frames were then manually annotated as protein-coding transcripts. The resulting annotation retrieved 8695 genes, which are available here: http://dx.doi.org/10.6084/m9.figshare.1403592.

To functionally annotate the genes, we used Blast2GO (Gotz et al., 2008), searching the protein sequences against the NCBI non-redundant database using a BLASTP threshold of 10e-6 and the default InterProScan settings. We also performed a PfamScan search with PFAM A database version 26 using the default gathering threshold parameters (Punta et al., 2012). As a result, 6814 genes were functionally annotated.

### RNA-seq and differential expression analysis

100-base paired-end libraries were constructed using the TruSeq Stranded mRNA Sample Prep kit (Illumina, San Diego, CA, USA). The libraries were sequenced in two lanes of an Illumina HiSeq2000 instrument at the CRG genomics unit (Barcelona, Spain). We obtained 417 million reads that were then mapped to the genome using Tophat2 (Kim et al., 2013), resulting in an average mapping of 82%. Raw gene counts and FPKM (fragments per kilobase of exon per million fragments mapped) values were obtained using Cufflinks2 (Trapnell et al., 2013). Differential expression analysis was performed by comparing the three replicates from each stage using DEseq (Anders and Huber, 2010) (threshold 5e-5), EdgeR (Robinson et al., 2010) (threshold 5e-5), Cuffdiff2 (Trapnell et al., 2013) (threshold 5e-5), and NOIseq (Tarazona et al., 2011) (threshold 0.8). Only the genes that were identified as differentially expressed with at least three methods were taken, resulting in 956 genes. Data can be downloaded from GEO GSE68616.

GO enrichments were obtained using the Topology-Weighted method in Ontologizer (Bauer et al., 2008) taking a *P* value lower than 0.01 as a threshold (see full list in Figure 2—source data 1). The resulting Gene Ontology (GO) enrichments were then visualized as a network in Cytoscape using the Enrichment map plug-in (Merico et al., 2010). Enrichment map plug-in connects GO terms according to gene annotation; therefore connected GOs belong to the same set of genes with multiple associated GOs. We used network connectivity between enriched GO terms as a criterion to collapse GO redundancy, shading general GO groups in more inclusive categories as seen in Figure 2. Inclusive categories complementary relied on the functional similarity between GOs based on GO definitions (e.g. distinct unconnected aminoacid metabolic pathways are collapsed in ‘Aminoacid metabolism’ inclusive category). Additionally, PFAM domain enrichments were calculated using a Fisher’s exact test implemented in R, taking a threshold of 0.01. PFAM enrichments were also visualized as a network using the Enrichment map plug-in, where connected nodes reflect domain presence in the same genes.

### Genome-wide analysis of alternative splicing

Identification and quantification of ES (including events with single or multiple cassette exons and microexons of 3–15 nucleotides [nt]) and IR were performed as previously described (Braunschweig et al., 2014; Irimia et al., 2014). For ES, we used two complementary approaches. First, we implemented a ‘splice site-based module’, which utilizes the joining of all hypothetically possible exon–exon junction (EEJ) forward combinations from annotated and de novo splice sites (as described in [Han et al., 2013]). To identify splice sites de novo, for each annotated splice site donor/acceptor, we scanned two downstream/upstream introns for potential splice-site acceptors/donors that would constitute a novel EEJ. Next, we mapped our RNA-seq data to this library of all potential EEJs, and considered ‘novel splice sites’ those supported by at least five reads mapped to multiple positions of the EEJ. Then, we implemented our recently described ‘microexon module’ (Irimia et al., 2014), which also includes de novo searching of pairs of donor and acceptor splice sites in intronic sequences to detect novel, very short (3–15 nt) microexons. For IR, we used our recently described pipeline (Braunschweig et al., 2014), which employs a comprehensive set of reference sequences comprising exon–intron junctions (EIJs), intron sequences (if introns were longer than 200 nt, only a mid-intron segment of 200 nt was used), and EEJs formed by intron removal. Introns were classified as retained when there was a balanced accumulation of reads mapping to 5´ and 3´ EIJs and the intron body sequence, relative to the EEJ sequence. The level of retention was calculated based on PIR, which is the percentage of transcripts from a given gene in which the intron sequence is present.

In all modules, quantification of alternative sequence inclusion in the transcripts is derived only from junction reads (either EEJs or EIJs). To increase the fraction of mapping junction reads within each RNA-Seq sample, each read was first split into 50 nt read groups using a sliding window of 25 nt. Therefore, each 100 nt (replicates a and b) and 125 nt (replicate c) read produces 3 and 4 overlapping reads, respectively. In addition, both read mates from the paired-end sequencing were pooled. These 50 nt split reads were then mapped to the genome using Bowtie (Langmead et al., 2009) with –m 1 –v 2 parameters (unique mapping with no more than two mismatches). Reads that mapped to the genome were discarded for ES quantifications. For quantification, only one random count per read group (i.e. all sub-reads coming from the same original read) was considered to avoid multiple counting of the same original sequenced molecule. In addition, for all modules and alternative splicing types, final read counts were corrected for the number mappable positions in each EEJ or EIJ following the formula:

$$Corrected\_EEJ_{count}=EEJ_{count}*\frac{Maximum_{mappability}}{EEJ_{mappability}}$$

where ${\mathrm{EEJ}}_{\mathrm{count}}$ is the number of read groups mapped to the EEJ, ${\mathrm{Maximum}}_{\mathrm{mappability}}$ the maximum number of mapping positions that any EEJ can have for reads of length 50 nt (i.e. 35 positions), and ${\mathrm{EEJ}}_{\mathrm{mappability}}$ the number of positions that can be mapped uniquely to the EEJ using specific bowtie parameters (–m 1 –v 2), and thus ${\mathrm{EEJ}}_{\mathrm{mappability}}\;\leq \;{\mathrm{Maximum}}_{\mathrm{mappability}}$ (see [Barbosa-Morais et al., 2012; Han et al., 2013] for details).

The different modules to detect and quantify AS have been integrated into vast-tools (https://github.com/vastgroup/vast-tools; species key “Cfr”). Associated files can be downloaded at http://vastdb.crg.eu/libs/vastdb.cfr.31.1.15.tar.gz.

We used a threshold of ≥20 PIR in at least one stage for positive intron retention events. As a threshold for ES events we used skipping rates below 90% (measured using the metric Percent Spliced In, PSI) in at least one stage. In both cases, the minimum coverage allowed was 20 reads per splice junction. To evaluate differential alternative splicing, we used differences over 15 PSI or PIR between stages, allowing a standard deviation of <10 between replicates.

### lincRNA annotation

From the genome-guided Trinity assembly (see *Genome sequencing, assembly and annotation*) we further analyzed the transcripts that did not retrieve any significant TBLASTX hit against the NCBI non-redundant database (e-value > e-3) and were more than 200 bp long. To avoid lineage-specific protein-coding genes, we performed an additional TBLASTX search against six frame translations of the de novo assembled transcriptomes of several closely related species (*S. arctica, Ichthyophonus hoferi, Pirum gemmata, Amoebidium parasiticum, Abeoforma whisleri, Corallochytrium limacisporum, C. owczarzaki, S. rosetta, Monosiga brevicollis*) and the protein coding genes of *Creolimax*, filtering out the positive hits (e-value < e-3). From the remaining transcripts, we performed a RfamScan_2 search against RFAM 11.0 (Burge et al., 2013) to annotate all known ncRNAs (e.g. U6, 18S, 28S). Additionally, we used the coding potential calculator (Kong et al., 2007) to discard all those transcripts with putative coding potential (coding potential score < −0.5). With the final list of transcripts, we selected those that did not overlap with gene+UTRs annotations or were close to uncertain assembly regions (multi-N stretches). For all those transcripts that were in a head-to-tail orientation regarding protein-coding genes, we manually inspected those that had an intergenic distance shorter than 1000 bp to the nearby gene to filter out misannotated UTRs. Additionally, we discarded transcripts overlapping repetitive regions of the genome. Finally, we collapsed all the remaining transcripts into single loci and quantified their expression level using Cuffcompare and Cufflinks (Trapnell et al., 2013). From the resulting 2661 loci, to avoid noisy transcription, we filtered out all those that did not have at least 5 FPKM in at least one sample, and over 1 FPKM in any other sample.

To detect putative homology, lincRNAs were searched using BLASTN against the same list of closely related species described above. Differential expression analysis of the lincRNAs was done using the same parameters as for the coding genes (see RNA-seq and differential expression analysis). Consequently, we only accepted lincRNA loci as differentially expressed when they were identified by at least 3 out of 4 methods. We validated 6 out of 6 lincRNA using RT-PCR (see below). Finally, we used the same pipeline to detetect alternative splicing events in coding genes, using a minimum coverage of 10 reads for each splice junction.

### Reverse transcription-polymerase chain reaction

To validate lincRNAs and alternative splicing events, RNA samples obtained as described in *Cell culture, gDNA and RNA extraction* were reverse transcribed to cDNA using SMARTer cDNA kit (CloneTech). For both stages, the same amount of initial purified RNA was used (1 μg). Pairs of primers with melting temperatures close to 60ºC were designed to capture the lincRNA and the alternative splicing events, and the PCR was performed using Expand high-fidelity Taq polymerase (Roche). Validations of IR and ES events were preformed using primer pairs spanning the neighboring constitutive exons. Quantification of alternative sequence inclusion levels from gel band intensity was done using ImageJ software (*Schneider et al., 2012*).

### Comparative transcriptomic cross-species clustering

For the cross-species comparison, we first identified one-to-one orthologs in the proteomes of *Creolimax, Capsaspora*, and *Salpingoeca* using the Multiparanoid pipeline (Alexeyenko et al., 2006). We trimmed all RNA-seq datasets into the same length (50 bp) and only mapped the left reads when paired-end data was available. We then obtained cRPKM (corrected by mappability) values only for the subset of orthologs, transformed them to log2(cRPKM +1) and further normalized the expression data using quantile normalization. Hierarchical clustering (‘complete’ method) of samples was obtained by comparing pairwise distances based on Spearman correlation coefficients in R. To obtain the neighbor-joining trees and bootstrap supports across the samples, we used the ‘ape’ package in R (Paradis et al., 2004). For the *Creolimax*/human comparison we followed the same methodology, using the data detailed in Figure 6—source data 1. The PCA of the expression data was performed as implemented in R ‘prcomp’ function. GO enrichments were obtained as described in RNA-seq and differential expression analysis section.

### Secretome proteomics and in silico prediction

To obtain the secretome sample for proteomics, we cultured *Creolimax* cells in liquid medium (marine broth Difco 2216) at 12ºC for 5 days and allowed the cells to attach to the bottom of the flask. The medium was then replaced with artificial seawater to avoid excessive protein contamination, and the culture was incubated for another 24 hr. Then, we collected the medium by gently tilting the flask to avoid collecting attached cells. The medium was immediately centrifuged at 10,000 rcf for 2 min, and the supernatant was collected and filtered twice through a 0.2 μm filter. The filtered medium was concentrated by ultrafiltration using a molecular weight cut-off membrane (Vivaspin 6, 3000 MW; Sartorius, Gottingen, Germany) and quantified using the BCA Protein Quantification Kit (Thermo Fisher Scientific, San Jose, CA). The resulting protein extract was digested with 5 µg of trypsin (cat # V5113, Promega ) (overnight, 37ºC). Finally, 2 μg of the sample was analyzed using an LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific) coupled to an EasyLC (Thermo Fisher Scientific (Proxeon), Odense, Denmark) at the CRG proteomics unit (Barcelona, Spain). All data were acquired with Xcalibur software v2.2. Proteome Discoverer software suite (v1.4, Thermo Fisher Scientific) and the Mascot search engine (v2.5, Matrix Science (Perkins et al., 1999)) were used for peptide identification and quantification. The data were searched against a database containing *Creolimax* proteome, a list of common contaminants, and all the corresponding decoy entries. Resulting data files were filtered for false discovery rate (FDR)<0.05. Finally, we discarded the contaminants and all the proteins that were identified by less than two unique peptides, resulting in a list of 91 proteins.

To obtain the list of in silico secretome components, we performed an initial search step using SignalP 3.0 (Dyrløv Bendtsen et al., 2004) (D-cutoff = 0.450) to identify all the proteins with a canonical signal peptide. We then performed a search step with TMHMM v.2.0 (Krogh et al., 2001) to discard all those proteins with a transmembrane domain downstream of the first 60 amino acids. We also filtered out proteins tagged to the mitochondria using TargetP v.1.1 (Emanuelsson et al., 2007), and proteins with endoplasmic reticulum retention signal with c-terminal motifs KDEL or HDE[LF] and GPI-anchored proteins using PredGPI (Pierleoni et al., 2008). The resulting list comprised 453 proteins. PFAM and GO enrichment analyses were performed as described in *RNA-seq and differential expression analysis*.

### Ortholog identification, phylogeny and LGT detection

In order to obtain orthology assignments for the various gene families analyzed in this study, we used a phylogeny-based pipeline. First, we used PFAM domain information to obtain all the members of a gene family across a database comprising 108 eukaryotic proteomes. Then, proteins were aligned using MAFFT software with L-INS-i parameters (Katoh and Standley, 2013). The resulting alignments were automatically trimmed using trimAl v1.2 (Capella-Gutierrez et al., 2009) (-gt 0.7) and phylogenies were obtained using RAxML v8.0 (Stamatakis, 2014) (LG model, *gamma* distribution, 100 bootstrap supports) and Phylobayes 3 (Lartillot et al., 2009) (LG model, ran until two chains converged). Tree visualization and annotation was performed using iTol v2 (Letunic and Bork, 2011).

This pipeline was slightly modified to detect LGT cases. Instead of using PFAM, we gathered close orthologs of all the proteins in the genome by performing a BLASTP search against the NCBI non-redundant database plus the 108 eukaryotic genomes. Only those proteins that retrieved lower e-values for bacterial/archaeal hits were selected for downstream analysis. Those proteins were then separately searched using BLASTP against all bacteria in nr, all Archaea in nr, and the 108 eukaryotic proteomes. We selected those sequences that had at least 25 hits with an e-value under e-10, selecting a maximum of 50 proteins for bacteria, and 25 for archaea and eukaryotes. We got rid of redundancy using CD-HIT (Li and Godzik, 2006) by filtering for 0.95 identity and then performed alignment, trimming, and phylogeny as described in the general pipeline above. The resulting trees were analyzed manually, taking LGT positives when *Creolimax* (and other ichthyosporean) sequences branched within bacterial clades with nodal bootstrap supports over 70%. Finally, we manually checked that the resulting LGT genes were found in distinct parts of the genome and not in genomic singletons. For those LGT candidates without introns and not found in any other ichthyosporean (therefore, *Creolimax* specific) we further checked if they were located in scaffolds with other genes containing introns. To further discard bacterial contaminations, the neighboring genes to LGT candidates were blasted against NCBI nr to verify their eukaryotic origins. When the immediate neighbor did not retrieve any hit, the following gene was searched.

## Additional files

### Major datasets

The following datasets were generated:

Alex de Mendoza, Iñaki Ruiz-Trillo,2015,Developmental transcriptomics of the ichthyosporean Creolimax fragrantissima,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68616,Publicly available at NCBI Gene Expression Omnibus (Accession no: GSE68616).

Alex de Mendoza, Hiroshi Suga, Iñaki Ruiz-Trillo,2015,Creolimax fragrantissima genome data,http://dx.doi.org/10.6084/m9.figshare.1403592,Publicly available at FigShare.

The following previously published datasets were used:

Broad Institute,2009,Capsaspora owczarzaki ATCC 30864,http://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA20341,Publicly available at the NCBI BioProject database (Accession no: PRJNA20341).

Broad Institute,2011,Salpingoeca rosetta ATCC50818 transcriptome project,http://www.ncbi.nlm.nih.gov/bioproject/62005,Publicly available at NCBI BioProject database (Accession no: 62005).

How the deposited data were processed for this re-analysis (not part of the article)

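RNA-seq of *Creolimax* was analysed in 6 samples, 3 of the amoeboid stage (0 hr after filtering) and 3 of the multinucleate stage (24 hr after filtering). The stage and replicate of each sample were taken from the sample labels. The authors mapped the reads to their draft genome and computed FPKM per gene and sample with their own annotation, and the deposited table gives these FPKM for 8694 genes. The methods name Tophat2 and Cufflinks2 and the processing notes of the submitters name TopHat2 and Cuffdiff, without versions. Whether a scaling between libraries was part of that step is not stated in the paper's text or the notes. No filter on low values was seen in the table, in which 40 genes are at 0 in every sample.

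From the FPKM, log2(FPKM + 1) was computed and the stages were compared with limma 3.58.1 in R 4.3.3 (a linear model with stage as the only term, empirical Bayes with a trend). The 8177 genes with a mean of at least 1 FPKM over the 6 samples were tested, 2-sided, with Benjamini-Hochberg adjustment over those genes and a threshold of 0.05. Differences are coded as amoeboid minus multinucleate. Standard errors are the moderated ones of limma, and SDs are of the FPKM over 3 samples. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The comparison was tested on simulated data for the 8177 genes. Of 100 genes given a log2 change of 1, 52 were called in the right direction, and of 100 given a log2 change of 2, 88 were. Of the 7977 unchanged genes beside them 8 were called (0.1%), and none of 8177 was called where no gene was changed. The simulated noise was independent between genes, and few genes were changed. In the real data single samples stood apart over many genes and 51.1% of genes were called, so these rates may not carry over.

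The table holds no read counts and the depth of each library is unknown, so no counting error is given. The samples had 95 to 200 genes listed at 0, a median of 25.7 to 27.7 FPKM, and 10.0% to 11.6% of the FPKM sum in their 10 most abundant genes. Steps of whole reads among values under 1 FPKM were looked for in ratios between samples. At most 22 of 274 genes shared a ratio within a bin of 0.02 on the log2 scale, too few to infer the depths.

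The genes named in the text were set by a rule before the data were examined. They are every gene whose identifier is printed in the paper's figures for the integrin adhesome, the filopodial toolkit, synaptic genes, transcription factors with a 2-fold change, trypsins, the CotH family, genes tested by RT-PCR for intron retention or exon skipping, laterally transferred genes of both secretomes, genes with fibronectin domains and the neighbours of a lincRNA pair. The 2 largest rises in each stage among called genes without overlap between stages were added. The identifiers were read by eye from the figures, so no overlap or enrichment was tested for these lists, and a count adjusted over the list alone is given beside the count over all genes tested. The in vivo secretome was taken from the proteomics table of the paper as the 85 proteins with at least 2 unique peptides. The paper gives 91 proteins under that filter, so the list is not the paper's, and the planned test of it as a set (limma's camera, correlation between genes preset to 0.01 and estimated) is given only as a value and supports no statement here. Transcript level was set against unique peptides across genes with 100000 permutations.

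The alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 5 FPKM, quantile normalization, scaling to the same upper quartile, no trend, weights per sample, replicate number as a block, leaving out each sample and both replicate 3 samples, and other thresholds. The lincRNA loci of the paper have no entry in the table and are not analysed here. The tests of functional categories, of all transcription factors and of all laterally transferred genes, the splicing measurements and the comparisons with other species are not analysed here either, because the gene lists or the reads they need were not used here. No genome coordinates were used.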

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

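All alternatives below were chosen before the data were examined. No called gene among the 146 named genes changed direction under any alternative run, and of the 4181 genes called with all samples 5 changed direction, all under quantile normalization. Among named genes that were not called, CFRG6449, CFRG1355, CFRG4129 and CFRG4313 changed sign under quantile normalization and CFRG1355 under upper-quartile scaling as well. With pseudocounts of 0.1 and 5, no filter, a mean of at least 5 FPKM, quantile normalization, upper-quartile scaling or no trend, 4063 to 4264 genes were called, and 3857 to 4164 of them were among the 4181 in the same direction. With arrayWeights 5860 genes were called, and with replicate 3 of both stages left out 3415.

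Without 1 replicate, 1435 to 3678 genes were called. Without amoeboid replicate 2 the count was 1723, of which 77.4% were higher in the multinucleate stage, and without amoeboid replicate 3 it was 1435, of which 81.5% were, against 59.6% with all samples. These settings have fewer samples, and why amoeboid replicates 2 and 3 weigh more than the others was not tested. Stricter thresholds call fewer genes by construction. A change of at least 2-fold left 1767 genes. An unadjusted p under 5e-05 left 4 genes and none (0) of the named lists, and an adjusted p under 5e-05 left 0 genes overall and 0 in every list (limma, with 4930 genes at an unadjusted p under 0.05).

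Of the genes in the lists, 83 were called with all samples and 21 to 90 without 1 replicate. The ranges per list without 1 replicate were 0 to 9 genes for the integrin adhesome (9 with all samples), 2 to 13 for the filopodial toolkit (12), 3 to 8 for synaptic genes (10), 4 to 5 for the transcription factors of the multinucleate stage in bold (5) and 0 to 1 for the other (1), 2 to 10 for those of the amoeboid stage in bold (10) and 2 to 15 for the others (11). They were 3 to 14 for trypsins (10), 0 to 3 for the CotH family (1), 3 to 6 for intron retention (6), 1 to 6 for exon skipping (7), 0 to 1 for laterally transferred genes (LGT) of the in vivo secretome (0), 0 to 2 for those of the in silico secretome (1) and 1 to 2 for the lincRNA neighbours (2). The integrin adhesome fell to 2, 1 and 0 genes without amoeboid replicate 1, 2 and 3, and all 83 listed genes to 51, 30 and 21.

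A change of at least 2-fold left 3 synaptic genes, 3 intron retention genes, 3 exon skipping genes, 0 CotH genes and 0 of the multinucleate factor not in bold. With arrayWeights 16 trypsins, 5 CotH genes, 4 LGT of the in vivo and 7 of the in silico secretome and 1 fibronectin gene were called. With a pseudocount of 5 these were 3 CotH genes, 1 LGT in vivo and 2 LGT in silico, and with quantile normalization 2 CotH genes, 1 LGT in vivo and 2 LGT in silico. With a mean of at least 5 FPKM 1 LGT in vivo was called, and with no filter or without a trend 2 LGT in silico. With replicate 3 of both stages left out 3 CotH genes, 2 LGT in vivo and 3 LGT in silico were called. The cause was not tested for any of these changes.

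The samples share replicate numbers between the stages, but the labels do not tie a number to a cell line, and samples with the same number did not deviate together from their stage means (correlation 0.10 for number 1, -0.06 for number 2 and -0.27 for number 3). By these deviations, no amoeboid sample went best with the multinucleate sample of its own number. By Pearson's r across genes, each amoeboid sample went best with multinucleate sample 2. Over the 252 genes described below, multinucleate sample 1 followed amoeboid sample 1 more closely (SD of the log2 ratio 0.18) than amoeboid samples 2 and 3 (0.57 and 0.72). Multinucleate sample 2 did not follow amoeboid sample 2 more closely (0.64, against 0.56 and 0.61). The methods describe both stages for 3 cell lines, so the numbers may be pairs, but the main fit did not treat them as such. On the second principal component, which held 9.63% of the variance, both replicate 3 samples lay lowest (-19.7 and -18.8). With the replicate number as a block, limma called 0 genes, and 0 in every list, with 4475 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0565. The block leaves fewer degrees of freedom.

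The planned test of the in vivo secretome as a set ran on 85 proteins where the paper gives 91, so nothing is drawn from it. In limma's camera, the stage difference of the in vivo secretome proteins had p = 0.0126 at a preset correlation, 0.00221 to 0.0433 under the other settings of the fit, and p = 0.124 with an estimated correlation. The share of genes with transcription (94.1%) followed the minimum by construction, with 99.5% above 0, 98.3% at a mean of at least 0.1 FPKM, 87.3% at a mean of at least 5 FPKM and 89.8% with at least 1 FPKM in every sample. The lowest correlation within a stage stayed under the highest between stages with pseudocounts of 0.1 and 5 and quantile normalization. The relations between transcript level and peptides stayed on the same side of an unadjusted permutation p of 0.05 with a mean of at least 1 FPKM for the trypsins (the 85 genes of the in vivo secretome all reach that mean, so nothing changed for them). With spectrum matches in place of unique peptides they did so with 1 exception, although Pearson's r of the trypsins in the multinucleate stage fell from 0.63 to 0.38. The exception was Pearson's r of the in vivo secretome in the multinucleate stage, which went from 0.22 (permutation p = 0.0394) to 0.11 (permutation p = 0.329). The fits planned for lincRNA loci were not run because the table holds none of them, and the lists by product name were not run because no table among the files used here pairs identifiers with names (the paper gives an annotation elsewhere). Depth limits what can be said of genes under 1 FPKM, since their counts are unknown.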

Differences from the paper's values

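The paper reports 956 differentially expressed genes between the stages, and 4181 were called here. The thresholds differ. The paper required a call by at least 3 of 4 tools at its own thresholds, and here limma was used on FPKM at an adjusted p under 0.05. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count. The closest above it was 1435 genes, without amoeboid replicate 3, and the closest below it was 4 genes, at an unadjusted p under 5e-05.

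By direction, the heatmap shows about 490 genes higher in the amoeboid stage and about 470 higher in the multinucleate stage (Fig. 2A, read by eye), and 1690 and 2491 were called here. For the amoeboid stage, only the setting without amoeboid replicate 2 (390 genes) came within 1.5 times of the paper's number. For the multinucleate stage no alternative did. Those closest to it were a change of at least 2-fold (814 genes) and the setting without amoeboid replicate 3 (1170 genes).

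The paper reports 11 transcription factors up-regulated in the amoeboid stage, and 21 of the 26 shown in its figure for that stage were called here at the thresholds given above. The sets differ. The paper's number is over all factors of the genome, and the number here covers only factors displayed for a 2-fold change. The settings without amoeboid replicate 1 (16 factors) and without amoeboid replicate 2 (8 factors) came within 1.5 times of the paper's number, and the other alternatives did not. All 10 factors that the figure marks in bold for that stage were among those called here.

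The paper describes the profiles as alike among replicates, over the differentially expressed genes. Over all genes tested here, the lowest correlation between multinucleate samples (Pearson's r 0.927, samples 2 and 3) was below the highest between a multinucleate and an amoeboid sample (0.956), while the lowest between amoeboid samples was 0.967.

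The paper reports 91 proteins in the in vivo secretome with at least 2 unique peptides, after it discarded contaminants. Its proteomics table gave 85 under that filter when only entries with a *Creolimax* identifier (Cfra with a gene and transcript number) were kept. Why the counts differ was not tested.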

Other observations

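The tests of amoebae in the cultures of multinucleate samples 1 and 2 and of a batch shared by the replicate 3 libraries were chosen only after the result was seen. The proteomics table of the in vivo secretome held 85 proteins with at least 2 unique peptides, where the paper gives 91, so no difference of the set as a whole is claimed. Of the 85 genes, 21 were higher in the amoeboid stage, 9 in the multinucleate stage and 55 did not pass. Without amoeboid sample 1 there were 12 and 8, without amoeboid sample 2 there were 5 in each stage, and without amoeboid sample 3 there were 5 and 4. Across the 85 genes, transcript level and unique peptides had a Spearman's rho of 0.09 in the amoeboid stage (permutation p = 0.403, Benjamini-Hochberg adjusted p = 0.403) and 0.21 in the multinucleate stage (permutation p = 0.0609, adjusted p = 0.0812). Pearson's r was 0.16 (permutation p = 0.155, adjusted p = 0.177) and 0.22 (permutation p = 0.0394, adjusted p = 0.0630). Genes are not independent replicates.

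Among the 12 genes tested by RT-PCR for exon skipping, 6 were higher in the amoeboid stage, 1 in the multinucleate stage and 5 did not pass, with 6 and 1 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Without amoeboid sample 1, 3 of the 12 genes passed, and without amoeboid sample 2 or 3 only 1 did. A tyrosine kinase (CFRG3815) had 52.1 ± 8.88 FPKM in the amoeboid stage and 14.1 ± 10.6 FPKM in the multinucleate stage (SD, n = 3), a log2 fold change of 2.26 (standard error 0.73, adjusted p = 0.0398 from limma) that was 1.32 without multinucleate sample 3 and did not pass when any amoeboid sample was left out. Thiopurine S-methyltransferase (CFRG1545) had a log2 fold change of 1.13 (standard error 0.23, adjusted p = 0.0150). Both genes beside the tail-to-tail lincRNA pair were higher in the amoeboid stage, also when adjusted over the list alone. They were CFRG2070 (log2 fold change 1.59, adjusted p = 0.0150) and CFRG2069 (log2 fold change 1.03, adjusted p = 0.0257), and CFRG2069 did not pass when any amoeboid sample was left out. The genes with fibronectin domains, CFRG7187 (log2 fold change -0.29, adjusted p = 0.103) and CFRG7768 (log2 fold change -0.20, adjusted p = 0.248), did not pass, over all genes or over the list alone (limma, 0 of 2 at an unadjusted p under 0.05).

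Multinucleate sample 3 stood apart from the other multinucleate samples, with 706 genes at least 2-fold below both of them, where 5 to 70 genes were so in any other sample, and 252 genes with a mean of at least 20 FPKM in amoeboid samples 1 and 2 were at least 10-fold lower in it, among them 5 of the 10 integrin adhesome genes, 2 of the 10 amoeboid factors in bold and 5 of the other 16, 6 of the 31 trypsins and 2 of the 9 CotH genes. Scaling of its library by 1 factor is argued against by the median FPKM of all genes. It was 27.7 in multinucleate sample 3 and 27.0 and 27.5 in the other multinucleate samples. A batch effect that lowers these 252 genes in both replicate 3 libraries is argued against too. They were not lower in amoeboid sample 3 (median log2 0.34 over amoeboid samples 1 and 2). Other effects shared by the replicate 3 samples are not excluded, and both lay lowest on the second principal component (-19.7 and -18.8). The median log2 of these genes in multinucleate sample 3 over the mean of multinucleate samples 1 and 2 was -2.31 after quantile normalization (-2.63 before). This excludes nothing, as the genes were chosen for low values in multinucleate sample 3. In multinucleate sample 1 they held a nearly constant share of their level in amoeboid sample 1, with a median ratio of 0.429 (quartiles 0.405 and 0.461) and an SD of the log2 ratio of 0.18, against 0.52 between amoeboid samples 1 and 2, so a candidate explanation is a share of amoebae in that culture. The test does not separate this from RNA or reads of amoeboid sample 1 that entered the library later, or from amoeboid transcripts that persist at a single rate in multinucleate cells, and the paper describes cultures in which coenocytes mature asynchronously and release amoebae. For multinucleate sample 2 the ratio to amoeboid sample 2 had a median of 0.47 and an SD of 0.64, and 4 genes, the trypsins CFRG6234, CFRG6243, CFRG6582 and CFRG7376, were over 1.5 times higher in it, so amoebae and a difference in progress between the cell lines at 24 hr, which was not tested, cannot be told apart there.

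The count of 4181 called genes was the highest of the 10 splits of the samples into 3 and 3, reached by 1 split, with 0 genes as the highest of the others (limma, 5 to 237 genes at an unadjusted p under 0.05). The splits are too few for a share under 0.05.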
